# The dynamic transcriptional and translational landscape of the model antibiotic producer *Streptomyces coelicolor* A3(2)

**DOI:** 10.1038/ncomms11605

**Published:** 2016-06-02

**Authors:** Yujin Jeong, Ji-Nu Kim, Min Woo Kim, Giselda Bucca, Suhyung Cho, Yeo Joon Yoon, Byung-Gee Kim, Jung-Hye Roe, Sun Chang Kim, Colin P. Smith, Byung-Kwan Cho

## Abstract

Individual *Streptomyces* species have the genetic potential to produce a diverse array of natural products of commercial, medical and veterinary interest. However, these products are often not detectable under laboratory culture conditions. To harness their full biosynthetic potential, it is important to develop a detailed understanding of the regulatory networks that orchestrate their metabolism. Here we integrate nucleotide resolution genome-scale measurements of the transcriptome and translatome of *Streptomyces coelicolor*, the model antibiotic-producing actinomycete. Our systematic study determines 3,570 transcription start sites and identifies 230 small RNAs and a considerable proportion (∼21%) of leaderless mRNAs; this enables deduction of genome-wide promoter architecture. Ribosome profiling reveals that the translation efficiency of secondary metabolic genes is negatively correlated with transcription and that several key antibiotic regulatory genes are translationally induced at transition growth phase. These findings might facilitate the design of new approaches to antibiotic discovery and development.

## Abstract (web summary)

Bacteria of the genus *Streptomyces* produce a great variety of natural products, the biosynthesis of which is subject to complex regulatory networks. Here the authors present a high-resolution, genome-wide analysis of the transcriptome and translatome of *Streptomyces coelicolor* under various growth conditions.

Recent advances in next-generation sequencing techniques have unveiled the previously under-estimated potential for secondary metabolite production in *Streptomyces* bacteria, known producers of more than 70% of antibiotics and other bioactive compounds used in medicine, agriculture and in the food industry^1^,^2^. As an example, the 8.7-Mb high G+C genome of the model *Streptomyces* species, *Streptomyces coelicolor*, encodes hundreds of secondary metabolic genes, which orchestrate the synthesis of various antibiotic compounds^3^,^4^. The biosynthesis of these metabolites often coincides with a physiological transition from primary to secondary metabolism and morphological differentiation. Both developmental switches are governed by highly interconnected regulatory mechanisms at transcriptional, translational and post-translational levels.

During the last two decades much progress has been made in the understanding of the molecular basis of antibiotic gene regulation, mainly focusing on the transcriptional changes in gene expression occurring at the physiological transition to antibiotic production. In recent years, a comprehensive array of genome-scale measurement techniques have been developed, mainly in bacterial systems to understand multi-layered and interconnected organizational components of bacterial genomes such as promoters, transcription start sites (TSSs) and regulatory small RNAs (sRNAs)^5^,^6^,^7^. Although expression at the level of transcription represents an important level of control, it is emerging that the extent of post-transcriptional regulation of gene expression in bacteria has been relatively underestimated. It is therefore important to determine which transcripts are being translated, through recently optimized techniques such as ‘ribosome profiling'; this method has been successfully used in prokaryotic and eukaryotic systems, where the quantification of such ribosome-protected fragments was shown to correlate well with cellular protein abundance^8^,^9^,^10^.

Systems-level analyses of unprecedented depth that integrate multiple genome-scale measurements have recently been reported for *Caulobacter crescentus*, and comprehensive transcriptional profiling of *Salmonella enterica* (including systematic TSS identification) has also been reported^10^,^11^. Here we describe the transcriptome and translatome in both primary and secondary metabolism of an antibiotic-producing bacterium, *S. coelicolor*, and we catalogue comprehensively the transcribed sequences and their associated TSSs within the genome.

## Results

### Landscape of primary transcriptome

TSS maps of bacterial genomes allow the discovery of regulatory elements of gene expression, such as the regulatory sRNAs and 5′-untranslated regions (5′-UTRs) that regulate translational efficiency^12^,^13^,^14^,^15^. In order to catalogue these components, we mapped comprehensively the landscape of the whole set of newly synthesized RNAs (the primary transcriptome) of *S. coelicolor* A3(2) strain M145. 5′-Ends of primary transcripts were massively sequenced from mycelium that had been cultivated under a diverse range of growth conditions by using the differential RNA-sequencing (dRNA-seq) approach^7^,^16^. We designed a suite of 44 different growth conditions that reflect many of the environmental perturbations encountered by the bacterium, in order to maximize the chances of detection of the full repertoire of TSSs (Supplementary Table 1)^3^,^17^. As illustrated in Fig. 1a, the 5′-ends of primary transcripts were selectively determined (see the Methods for sequencing statistics and TSS mapping criteria), identifying a total of 3,570 TSSs (Supplementary Data 1).

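RNA from the 44 growth conditions was pooled and sequenced as 2 libraries, of which 1 was treated with terminator-5′-phosphate-dependent exonuclease (TEX), an enzyme that digests processed RNAs, and 1 was left untreated. The authors aligned the reads to the *S. coelicolor* genome, took the position with the most read 5′-ends in each sub-cluster of the TEX-treated library as the TSS, removed peaks without a counterpart in the untreated library and curated the rest by hand. The deposited table gives the position, strand and abundance of each TSS, the abundance being a read count without normalization. It holds 3473 TSSs with 778748 reads, and the median count was 15 reads per TSS. There were 176 TSSs with 1 or 2 reads, whereas 2161 (62.2%) had at least 10. The 10 strongest TSSs took 42.1% of the reads. With 1 library of each kind, no replicate error could be calculated. Categories were recalculated from the gene coordinates in the ssRNA-seq tables with the rule of Fig. 1b, in which the strongest TSS from 500 nt upstream to 150 nt downstream of a start codon is primary. Of the 1998 entries of Supplementary Data 1 that were read, 1942 were found at the same position and strand in the deposited table, and 1875 of them (96.5%) received the same category.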

These were further categorized by their positions relative to known coding sequences (Fig. 1b), giving 2,771 primary TSSs associated with currently annotated genes, which corresponds to 35.0% of the total genes in the *S. coelicolor* genome (note that the monocistronic and operonic structure have not been considered). 

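In the deposited table, 2691 TSSs were primary (77.5% of all TSSs, 95% Wilson interval 76.1 to 78.8%). The Wilson and Poisson intervals given with the values here cover counting error only. Each of these TSSs belongs to a different gene, so that 34.8% of the genes in the ssRNA-seq tables had a primary TSS. The median primary TSS had 16 reads. The number depended most on the minimum read count, and 1705 primary TSSs remained when only TSSs with at least 10 reads were counted.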

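A further 272 TSSs (7.83%, interval 6.98 to 8.77%) lay in the window of a gene that already had a stronger TSS, and these belonged to 247 genes. They had a median of 11.5 reads. In 14 genes the 2 strongest TSSs had equal read counts, which leaves the choice of the primary TSS open.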

333 secondary TSSs were identified, which were detected in addition to the primary TSSs (see the Methods for detection criteria), revealing a total of 297 transcription units initiated by more than one TSS. 

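On the strand opposite to an annotated gene, outside the windows of primary and secondary TSSs, the deposited table places 254 TSSs (7.31%, interval 6.49 to 8.23%) in 239 genes. The strongest of them had 208 reads.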

A total of 256 TSSs mapped in the antisense strand of 241 genes, suggesting the presence of regulatory antisense sRNAs. 

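Inside annotated genes and on the same strand, 78 TSSs (2.25%, interval 1.80 to 2.79%) were found in 73 genes, with a highest count of 1015 reads. The remaining 178 TSSs (5.13%, interval 4.44 to 5.91%) lay outside all annotated genes and windows. The strongest of these, at position 6269576 on the plus strand, had 23869 reads.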

A total of 79 internal TSSs were also detected, within 73 genes, and 131 TSSs mapped to intergenic regions with no previously associated genes. 

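The TSS of every sRNA in Supplementary Data 3 was looked up in the deposited table by position and strand. All 230 positions were found, with a median of 12 reads, and the class recalculated from the gene coordinates was the listed one for each of them.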

In total, 230 novel transcripts were predicted, 138 of which were represented as antisense transcripts and the others transcribed from intergenic regions. Of the 3,570 TSSs identified in the present study, 2,353 are reported here for the first time, whereas the other 1,217 of the TSSs were identified previously (Fig. 1c) (refs 16, 18); 666 TSSs reported in previous studies were not identified in this study and this discrepancy could be attributable to condition-specific expression from TSSs, because of the complex metabolism of the organism^6^,^17^.

Our cultivation conditions encompassed those appropriate to triggering secondary metabolism as 10 out of 11 secondary metabolic gene clusters that previously had identified TSSs were also identified in our study (Supplementary Table 2). In our study, a total of 68 TSSs were assigned to 18 of the 28 secondary metabolic gene clusters identified in the *S. coelicolor* genome (Supplementary Fig. 1) (ref. 1). For example, the biosynthesis of prodiginine is mediated via at least six TSSs in the upstream regions of SCO5877, SCO5878, SCO5881, SCO5882, SCO5887 and SCO5888 in the 30-kb biosynthetic gene cluster (Fig. 1d)^19^. 

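The genes of the 28 clusters were taken from Supplementary Table 2, which lists 221 of them. In the deposited table, 68 TSSs of any category were assigned to genes of 18 clusters, of which 4 were secondary and 10 were antisense. Counting primary and secondary TSSs only, the CDA cluster had 9 TSSs with 526 reads, the actinorhodin cluster 9 with 520 reads, the coelichelin cluster 8 with 1150 reads and the coelimycin cluster 7 with 945 reads. In 10 clusters, among them those for geosmin, melanin and albaflavenone, no TSS was assigned to any gene.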

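The TSSs of the prodiginine genes named in the text are all primary in the deposited table. Their 5′-UTR lengths are counted to the annotated start codon. The TSS of SCO5887 lies at position 6444315 on the minus strand and had 162 reads, with a 5′-UTR of 97 nt. The TSS of SCO5881 lies at 6438972 on the minus strand (56 reads, 113 nt) and that of SCO5882 at 6440437 on the same strand (4 reads, 127 nt). On the plus strand, the TSS of SCO5878 lies at 6433591 (10 reads, 77 nt) and that of SCO5888 at 6444567 (2 reads, 20 nt). The TSS assigned to SCO5877 lies at 6432601 on the plus strand with 48 reads, which is 35 nt downstream of the annotated start codon (a length of −35 nt). Another 2 TSSs, with 5 and 3 reads, were antisense to SCO5897.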

Independent verification of the TSS mapping for the prodiginine cluster was obtained by 5′-rapid amplification of cDNA ends (Supplementary Fig. 2). Furthermore, we observed nine primary TSSs for putative secondary metabolic gene clusters, such as bacteriocin (genomic position: 796,462) and siderophore (genomic position: 6,338,652) (Fig. 1d and Supplementary Fig. 1). 

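The TSS at position 796462 of the bacteriocin cluster lies on the plus strand, had 22 reads and gives SCO0753 a 5′-UTR of 122 nt. The TSS at 6338652 of the siderophore cluster, also on the plus strand, had 7 reads and gives SCO5799 a 5′-UTR of 297 nt.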

Although TSS mapping confirmed that *S. coelicolor* can use any nucleotide to initiate transcription, a purine is preferred in 87.9% of the cases (Fig. 1e). Interestingly, a pyrimidine is strongly preferred at the −1 (T, 22.7% and C, 55.5%) and +2 (T, 41.0% and C, 23.4%) positions, respectively. 

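Divided by the number of TSSs in the deposited table, the 7728 protein-coding genes of the Ribo-seq tables give 2.23 genes per TSS. Divided by the primary TSSs of protein-coding genes alone, they give 2.88 genes per TSS.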

Based on the current *S. coelicolor* genome annotation, we have identified an average of 1 TSS for every 2.3 protein-coding genes, which approximates to more than one TSS per predicted transcription unit^20^. To evaluate reproducibility of TSS results, an independent dRNA-seq experiment was conducted with RNA from a single mid-exponential phase culture; the results demonstrated good concordance between a high proportion of the TSSs identified from this sample and the above analysis of the pooled RNA (Supplementary Fig. 3).

### Analysis of 5′ upstream sequences

The diverse sequences of *S. coelicolor* promoters must reflect, to some extent, the fact that its genome encodes >60 different sigma factors, contributing to its complex transcriptional patterns. To gain insight into the transcription efficiency of individual genes, it is important to identify the conserved promoter elements, such as the −10 and −35 sequences. The TSS positions enabled us to analyse the 5′-upstream sequence of each transcription unit. The conserved −10 motif (TANNNT) and less-conserved −35 motif (NTGACC) were identified in 80.4% (2,870 out of 3,570; *P*<0.05; MEME) and 58.6% (2,093 out of 3,570; *P*<0.05; MEME) of the identified TSSs, respectively (Fig. 2a and Supplementary Fig. 4). In addition to the variable internal NNN region of the −10 motif, which plays a critical role in promoter activity, the diversity in length of the spacer region probably reflects the sigma factor diversity, some of which are known to have different promoter spacing requirements (Supplementary Figs 5 and 6) (refs 21, 22).

The 5′-UTR of bacterial mRNAs typically contains a short motif called the Shine-Dalgarno sequence, which mediates ribosome binding and influences translational efficiency^23^. In addition to this, 5′-UTR sequences frequently contain additional regulatory sequences for post-transcriptional regulation^24^. From the primary TSSs of known coding sequences (2,705 in total), we calculated the distribution of 5′-UTR lengths; they have a median length of 44 nucleotides (nt) and the most frequent size range of 30–39 nt (Fig. 2b) (refs 7, 25, 26). 

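The distance from the primary TSS to the annotated start codon was calculated for the 2688 protein-coding genes that had one in the deposited table. The median length was 44 nt, the lower and upper quartiles were 0 and 106 nt and the longest 5′-UTR was 495 nt. In steps of 10 nt, 564 genes fell from 0 to 9 nt, 61 from 10 to 19 nt, 146 from 20 to 29 nt, 244 from 30 to 39 nt and 164 from 40 to 49 nt. The TSS of 254 genes lay downstream of the start codon and entered with a negative length, and without them the median was 53 nt. Among TSSs with at least 10 reads the median was 48 nt.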

Long leader sequences (length of 5′-UTR longer than 150 nt) were found in 413 transcripts (15.3%), suggesting the presence of potential regulatory RNA structures mediating post-transcriptional regulation^16^. 

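The 5′-UTR was longer than 150 nt in 409 genes of the deposited table (15.2%, 95% Wilson interval 13.9 to 16.6%). From these lengths, the paper proposes that potential regulatory RNA structures are present in the long leaders.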

Interestingly, 21.0% of primary TSSs produce leaderless mRNAs (lmRNAs) with the length of 5′-UTR shorter than 9 nt. 

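With the limits of 0 and 9 nt, the share of leaderless transcripts in the deposited table was 21.0% (95% Wilson interval 19.5 to 22.6%), and in 488 of these (86.5%) transcription started exactly at the annotated start codon. When only the latter were called leaderless, the share was 18.2%. Of the 566 lmRNAs listed in Supplementary Data 2, 562 were among the 564 genes of 0 to 9 nt.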

The full list of lmRNAs is detailed in Supplementary Data 2 and the comparison with reported lmRNAs from other studies is summarized in Supplementary Fig. 7 (refs 16, 18, 25). The lmRNAs are transcribed from promoters that have similar consensus sequences to promoters for 5′-UTR-associated mRNA transcripts (umRNAs; Fig. 2c); the third motif found at the +1 position represents the translation initiation codon, suggesting the lmRNAs are translated without 5′-UTR-mediated recognition. AUG (58.4%) and GUG (37.1%) are almost exclusively used as the translation initiation codons for umRNAs, whereas AUG (76.4%) is highly preferred for lmRNAs (Fig. 2d). Functional categorization of genes encoded by lmRNAs (together with associated operonic genes, if the leaderless transcript is polycistronic) revealed that many are linked with the cell membrane and transcriptional regulation, particularly the TetR family regulators (Supplementary Data 2) (ref. 20). Five of the 49 primary TSSs assigned to the secondary metabolic gene clusters generate lmRNAs.

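In the deposited table, 54 primary TSSs were assigned to these clusters, and 9.26% of them (95% Wilson interval 4.02 to 19.9%) had a 5′-UTR of 0 to 9 nt. The 5 genes are SCO5072 and SCO5082 of the actinorhodin cluster, SCO0185 (isorenieratene), SCO1268 (a polyketide synthase cluster) and SCO1864 (5-hydroxyectoine). The TSS of SCO5072 at position 5514323 on the plus strand had the most reads of these, 35, and starts at the start codon. The TSS of SCO1268 had 7 reads and the longest 5′-UTR of these, 6 nt.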

### Dynamic transcriptional landscape

Temporal alteration of cellular functions is achieved by the modulation of expression of a large array of genes. To elucidate the changes in expression levels of the individual genes, we used strand-specific RNA-seq (ssRNA-seq) that exploits the dUTP second-strand marking method (Supplementary Fig. 8a–c) (ref. 27). Four sampling times for *S. coelicolor* cultures grown in liquid R5− to mid-exponential, transition, late exponential and stationary phase were monitored. 

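The mid-exponential, transition, late exponential and stationary phases correspond to 14, 18, 22 and 36 h of culture, and 2 strand-specific libraries were sequenced at each. The authors counted uniquely mapped reads per gene, divided them by the size factors of DESeq and merged the 2 replicates, so that 1 normalized value per gene and phase was deposited. The spread between replicates therefore cannot be recalculated from these tables, the reads of the separate libraries were not used, and no test between phases was made on these values. They are not divided by gene length and cover 7731 genes, without the first and last 20 genes of the chromosome. Their sum was 10382281.55 at mid-exponential, 9234457.07 at transition, 12168366.77 at late exponential and 10827672.58 at stationary phase. A single gene, SCOs02, made up between 4.50% and 9.61% of the sum. Changes are given on the scale of log2(value + 1), which understates the change of genes with low values.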

The onset of secondary metabolism was signalled by the appearance of the pigmented antibiotics produced by *S. coelicolor* at the transition growth phase (prodiginine) and during stationary phase (actinorhodin), respectively (Supplementary Fig. 9). As an example, ssRNA-seq of the prodiginine gene cluster shows a marked increase in expression between transition and late exponential growth phases (Supplementary Fig. 10) (ref. 28). 

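The median value of the 22 genes of the prodiginine cluster was 34.6 at mid-exponential, 499.7 at transition, 3551 at late exponential and 5179 at stationary phase. The median log2 change was 3.94 from mid-exponential to transition phase, when all 22 genes rose at least 2-fold, 2.70 from transition to late exponential phase, when 21 did, and 0.63 from late exponential to stationary phase. Adding 10 instead of 1 before the logarithm moved the first of these steps most among the choices for this result, to 3.38.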

The ssRNA-seq data were also used to determine the temporal modulation of expression of sRNAs identified from dRNA-seq (Supplementary Data 3). As an example, two sRNAs were observed from the antisense strand of SCO6762 (sRNA209) and the intergenic region between SCO3436 and SCO3437 (sRNA090), respectively (Supplementary Fig. 11).

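In the deposited TSS table, sRNA209 starts at position 7518821 on the minus strand with 21 reads, and Supplementary Data 3 places it from 7517563 to 7518821. The start of sRNA090 at 3799371, also on the minus strand, had 76 reads, and its listed extent is 3799093 to 3799371. Expression of sRNAs is not analysed here, as the ssRNA-seq tables list annotated genes.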

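With the paper's cutoff of 32.8, which is the median value of the 221 secondary metabolic genes at mid-exponential phase (32.82 from the deposited values), 5879 genes (76.0%) were above it at mid-exponential phase, 6004 at transition, 6146 at late exponential and 6227 at stationary phase. Values above 2 were found for 7572 genes at mid-exponential phase. A cutoff of 100 changed the number at mid-exponential phase most, to 4482 genes.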

We estimate that at least 6,000 genes are transcribed at the mid-exponential growth phase of *S. coelicolor* (Supplementary Data 4 and Supplementary Fig. 12). 

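Each gene was ranked by its deposited mRNA value at each phase. SCO4296 ranked 3 at mid-exponential and transition phase and 4 at late exponential and stationary phase. SCO4762 ranked between 8 and 21, SCO4655 between 9 and 20, and SCO4729 between 17 and 50. The highest value at each phase belonged to SCOs02 (467643 at mid-exponential phase), and SCOs01 ranked 2 or 3, with 214623 at mid-exponential phase. Of the next genes, SCO4661 and SCO4662 were among the 5 highest at mid-exponential and transition phase, SCO6282 at late exponential and stationary phase, SCO6278 at late exponential phase and SCO4142 at stationary phase. The ranks rest on values that are not divided by gene length, and per kb of gene SCO4296 ranked between 9 and 26.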

The most highly expressed genes under all four time points were SCO4655, SCO4729, SCO4762 and SCO4296, the first two encoding DNA-directed RNAP subunits and the second two encoding, respectively, the two chaperonin genes *groEL1* and *groEL2*. Among the highly expressed genes, a total of 4,558 showed twofold or greater changes in expression at two or more time points (DESeq *P*<0.05; Supplementary Data 5 and Supplementary Fig. 13a,b). 

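Because the replicates are merged in the deposited values, no P-value was calculated, and genes were counted on the size of the change alone. Of the 6631 genes above the cutoff in at least 1 phase, 4417 (66.6%) differed at least 2-fold between any 2 phases. Among genes above the cutoff in at least 1 of the 2 phases compared, 3580 differed between mid-exponential and stationary phase, of which 1976 were higher and 1604 lower at stationary phase. Between late exponential and stationary phase the number counted in this way was 1771. Without the cutoff, the setting that moved the total most, 5064 genes differed.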

We assessed growth phase-dependent changes in expression of all predicted regulatory genes, based upon the current genome annotation. Their expression patterns formed two large clusters in which almost equal numbers of regulatory genes were either differentially expressed (cluster Ι) or showed no or negligible changes in expression levels (cluster ΙΙ) relative to the growth phase (Fig. 3a and Supplementary Data 6). In cluster I, transcription of 417 regulatory genes showed growth phase-dependent induction or repression. This includes the antibiotic cluster-specific regulators SCO5085 (*actΙΙ-ORF4*), SCO5881 (*redZ*), SCO5877 (*redD*), SCO3217 (*cdaR*), SCO6280 (*kasO*) together with SCO6286, and SCO6288. 

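The genes of both clusters were taken from Supplementary Data 6 and their mRNA values from the deposited tables. In cluster I, 411 genes (98.6%, 95% Wilson interval 96.9 to 99.3%) differed at least 2-fold between 2 phases with a value above 32.8 in at least 1 phase, against 3 of the 431 genes in cluster II (0.696%, interval 0.237 to 2.03%). Without this cutoff, 6.73% of cluster II differed. The median log2 distance between a gene's highest and lowest phase was 1.61 in cluster I and 0.65 in cluster II. The authors formed the clusters on these libraries, so the shares are not independent evidence. After scaling to equal totals per phase, the setting that moved it most, 15.8% of cluster II changed. The paper states that transcription of the regulatory genes in cluster I was induced or repressed with the growth phase.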

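The mRNA value of *kasO* (SCO6280) was 143 at mid-exponential, 287 at transition, 14379 at late exponential and 11575 at stationary phase. SCO6286 rose from 66.1 at mid-exponential to 4171 at stationary phase. SCO6288 rose from 22.6 at mid-exponential to 6569.7 at late exponential phase and was lower, at 869.56, at stationary phase. The values of *cdaR* at the successive phases were 231, 771, 3837 and 11160, those of *redD* 148, 1050.5, 5379 and 9763, and those of *redZ* 694, 1525, 1598 and 4474. The value of *actII-ORF4* was 131 at mid-exponential and 1037 at stationary phase.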

The gene encoding the housekeeping σ-factor *hrdB* showed strong expression under all growth phases, whereas the expression levels of genes encoding alternative σ-factors such as *sigE*, *sigN* and *bldN* were significantly altered at different growth phases (Supplementary Data 6).

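The mRNA value of *hrdB* (SCO5820) was 8739.6 at mid-exponential, 4881 at transition, 9375 at late exponential and 12334 at stationary phase, with ranks between 152 and 343 among all genes. The tables read here do not pair the names of the alternative σ-factors with locus tags, and the 3 genes drawn beside SCO5820 in Fig. 3a are therefore given by their identifiers. SCO3356 was between 2116 and 2207 at the earlier phases and 8980.0 at stationary phase. SCO4034 rose from 1657 at mid-exponential to 13189 at stationary phase, and SCO3323 from 39.8 to 10453.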

The dynamics of expression of the different transcript classes were compared, revealing higher median transcript levels for umRNAs at all growth conditions relative to those for lmRNAs (Wilcoxon rank-sum test *P*<2.6 × 10^−7^; Supplementary Fig. 14). 

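The classes were formed from the primary TSSs as above, and 2124 genes were umRNAs. Median mRNA values of lmRNAs were 339, 369, 347 and 323 at the successive phases, and those of umRNAs 493, 537, 659 and 680. The medians differed by 0.54 on the log2 scale at mid-exponential, 0.54 at transition, 0.93 at late exponential and 1.07 at stationary phase. Among 10000 random lists of the same size drawn from both classes, the lmRNA median lay at percentile 0.08, 0.05, 0 and 0, as a description of these libraries. Per kb of gene, the setting that moved the difference most, it was 0.31 at mid-exponential and 0.77 at stationary phase.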

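A 2-fold or larger difference between any 2 phases, with a value above 32.8 in at least 1 phase and without a test, was found for 333 lmRNAs (59.0%, 95% Wilson interval 54.9 to 63.0%) and 1356 umRNAs (63.8%, interval 61.8 to 65.9%). These shares moved by less than 3 percentage points under each alternative, for example to 56.6% for lmRNAs when 10 was added before the logarithm.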

The majority of lmRNAs and sRNAs (58.8% and 63.0%, respectively) displayed twofold or greater changes in their transcript level at two or more time points (*P*<0.05; Fig. 3b and Supplementary Data 6); similarly, 63.2% umRNAs were differentially expressed. Taken together, our integration of dRNA-seq and ssRNA-seq data measured from diverse sets of culture conditions provides a comprehensive and quantitative picture of the transcriptional landscape of *S. coelicolor*. Furthermore, independent quantitative PCR analysis was conducted on RNA from independent cultures at different growth phases using a selection of genes that represent a broad range of expression levels; the comparison of the ssRNA-seq data and quantitative PCR results showed a *R*^2^ value of 0.92 demonstrating the validity and reproducibility of the ssRNA-seq-based quantification (Supplementary Fig. 15).

### Dynamic translational landscape

To evaluate the correlation between transcription and translation, we determined the translatome of *S. coelicolor* using the ribosome profiling (Ribo-seq) method (Supplementary Fig. 16) (ref. 24). This method enables the monitoring of protein synthesis efficiency (rates) at a genome-wide scale by using deep sequencing of ribosome-protected mRNA fragments (RPFs)^8^,^29^. To capture translating ribosomes with mRNA molecules, the mycelia at different growth phases were treated with the antibiotic thiostrepton, an inhibitor of translation elongation, followed by rapidly freezing the mycelia in liquid nitrogen, and isolation of the polysome fraction using sucrose cushions. Sequencing resulted in more than four million uniquely mapped reads with an average read length of 31 bp (Supplementary Data 7 and Supplementary Fig. 17). The RPF data were then compared directly with the transcriptome data obtained from the cultures sampled at the four different time points for in R5− liquid medium (an example is given in Fig. 4a). In this way, we could accurately discriminate protein-coding RNAs from the non-coding sRNAs (Supplementary Fig. 18); this led to the important discovery that 31 of the 230 potential sRNAs were in fact occupied by ribosomes (Supplementary Data 3), whereas the majority likely represent *bona fide* sRNAs. 

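Cultures for Ribo-seq received 20 µM thiostrepton before harvest, and the values of 1 library per phase were deposited, without a replicate. The authors counted uniquely mapped reads per gene and divided them by the size factor of the library, which was deposited as RPF occupancy for 7728 genes, not divided by gene length. Values up to 40 were all whole multiples of 1 step per library within the 2 printed decimals, which gave back the read counts. A single read was worth 0.912 at mid-exponential, 1.40 at transition, 0.861 at late exponential and 0.844 at stationary phase. The libraries held 809980, 491001, 851117 and 703034 reads on these genes, 2855132 in total, which is fewer than the uniquely mapped reads that the paper states. The median gene had 6, 5, 10 and 11 reads at the successive phases, and 640 genes had none at any phase. At transition phase alone 2507 genes had no read. As in the Methods, TE is (RPF + 1)/(mRNA + 1), and a gene without reads is given against a floor of 3 reads where a ratio is stated.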

Longer putative sRNAs (median length=622 nt) showed higher occupancy by ribosomes than the shorter transcripts (median length=290 nt; Wilcoxon rank-sum test *P*=1.1 × 10^−11^; Supplementary Fig. 19). Eleven of the ‘coding' sRNAs (36%) are predicted to encode proteins with sequence identity to hypothetical proteins and ATP-binding proteins of other *Streptomyces* species (*e*-values<10^−5^; Supplementary Data 8) (ref. 30).

Next, we examined the proportional relationship between subunit stoichiometry in known protein complexes and their respective RPF levels. The balanced cellular concentration of each subunit of a protein complex is achieved at the translational level, rather than the transcriptional level^29^. According to this observation, we focused on the top 80 highly expressed subunits of 26 protein complexes by using the median reads per kilobase of transcript per million reads (RPKM) value of mid-exponential growth phase as a cutoff value (9.8; Supplementary Data 9). The levels of RPFs of transcripts corresponding to the first and second subunits of protein complexes were shown to be linearly correlated, indicating that the proportional relationship between subunits in protein complexes is strictly controlled at the level of translation (Fig. 4b). Furthermore, the RPF reads from mRNAs encoding non-equimolar subunits such as AtpB/E and RplJ/L were proportional to their respective subunit stoichiometries while in contrast the mRNA levels were comparable across the respective operons (Fig. 4c and Supplementary Fig. 20).

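The 80 subunits of Supplementary Data 9 form 25 runs of neighbouring genes on 1 strand, and the first 2 genes of each of the 24 runs with 2 or more genes were paired. Across these pairs, which are genes and not independent replicates, Pearson's r of log10 RPF per kb was 0.960 at mid-exponential, 0.933 at transition, 0.926 at late exponential and 0.923 at stationary phase. For mRNA per kb, r was 0.981, 0.970, 0.981 and 0.964. The RPF of both subunits lay within 2-fold of each other in 22, 20, 19 and 20 pairs. Not divided by gene length, the setting that moved it most, the r of RPF at transition phase was 0.814. The paper concludes from the linear correlation that the proportion between subunits is controlled at the level of translation.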

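The genes *rplJ* (SCO4652) and *rplL* (SCO4653) have a listed stoichiometry of 1 and 4, and *atpB* (SCO5367) and *atpE* (SCO5368) of 1 and 10. The RPF per kb of *rplL* was 4.89, 3.02, 3.10 and 3.92 times that of *rplJ* at the successive phases, and its mRNA per kb was 1.09, 1.06, 1.08 and 1.32 times. For *atpE* over *atpB* the RPF ratio per kb was 2.75, 4.39, 5.30 and 6.78, and the mRNA ratio per kb was 4.32, 3.84, 4.27 and 5.22. Not divided by gene length, the mRNA ratio of *atpE* to *atpB* was between 1.08 and 1.47 and the RPF ratio between 0.774 and 1.90. Across the 8 genes of the ATP synthase operon, Pearson's r of stoichiometry with RPF per kb was between 0.717 and 0.950, and with mRNA per kb between 0.782 and 0.921, whereas Spearman's rho was between 0.894 and 0.932 for RPF and between 0.45 and 0.75 for mRNA. The ratios rest on between 250 reads, for *atpB* at stationary phase, and 12101 reads, for *rplL* at mid-exponential phase.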

A systems-level comparison was undertaken between changes in levels of ssRNA-seq and Ribo-seq reads across the growth phases (Fig. 5a and Supplementary Fig. 21). 

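Across all genes of the Ribo-seq tables, Pearson's r of log2(mRNA + 1) and log2(RPF + 1) was 0.857 at mid-exponential, 0.797 at transition, 0.854 at late exponential and 0.888 at stationary phase. Genes are not independent replicates, so no P-value is given. Spearman's rho was 0.850, 0.801, 0.859 and 0.896. Among the 1932 genes with the most RPF reads, the setting that moved it most, r at transition phase was 0.692.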

We obtained global correlation coefficients between the mRNA and RPF levels of 0.85, 0.79, 0.85 and 0.89 at mid-exponential, transition, late exponential and stationary growth phases, respectively. The linear proportionality is likely to be maintained across the growth phases. 

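The median log2 change of all genes from mid-exponential phase was 0.01, −0.04 and 0.01 for mRNA at transition, late exponential and stationary phase, and 0 for RPF at each of them. The size factors applied by the authors centre the libraries on one another, and with mRNA values scaled to equal totals instead the median at transition phase was 0.17, and the median step from transition to late exponential phase went from −0.03 to −0.41.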

Regardless of growth phase, the distribution patterns of total RNA were similar to the RPF distributions, with convergence of median values to zero. This general observation could be explained by the fact that the cellular availability of RNAP and ribosome complexes are limited, and therefore directly influences the cellular economics^29^,^31^. However, although the changes in the mRNA and RPF levels of primary metabolic genes showed similar patterns, those for secondary metabolic genes increased gradually across the growth phases. 

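The median log2 change of the 221 secondary metabolic genes from mid-exponential phase was 0.33, 1.71 and 3.20 for mRNA at transition, late exponential and stationary phase, and 0, 1.40 and 2.09 for RPF. At transition phase, 83 of these genes had no RPF read. With genes at 0 reads set to 3 reads and genes at or under 3 reads in both libraries left out, a setting chosen after the values were seen, the median RPF change at transition phase was 0.45 over 137 genes. Primary metabolic genes are not analysed here, since the tables read do not list them.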

Interestingly, although the distribution of mRNA abundance widened at later growth phases, the distribution of RPF abundance retained a similar range at each growth phase; the same pattern was observed with genes of primary metabolism. This phenomenon can be explained by ‘translational buffering', where ribosome occupancy is more consistently maintained than transcript abundance^32^.

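The width of the distribution was measured as the distance between the 10 and 90 percentiles of the log2 change from mid-exponential phase. Over all genes it was 1.74 for mRNA at transition, 3.13 at late exponential and 4.48 at stationary phase, and 4.20, 4.11 and 4.69 for RPF. Over the secondary metabolic genes it was 2.97, 8.56 and 8.00 for mRNA, and 7.49, 7.61 and 6.92 for RPF. The width of RPF over all genes at transition phase moved most with an added value of 10 in place of 1, to 2.06. When reads were drawn with TE held constant, counting error together with the mRNA changes gave a median RPF width of 2.23, 3.11 and 4.14 over 100 draws. From the similar width of RPF at each phase, the paper proposes translational buffering, a steadier maintenance of ribosome occupancy than of transcript abundance.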

Translation efficiency (TE)—the efficiency with which an mRNA is translated—was calculated by dividing RPF levels by the corresponding mRNA transcript levels for each gene. 

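TE changes were calculated from mid-exponential phase for all genes. Pearson's r between the log2 mRNA change and the log2 TE change, across genes that are not independent replicates, was −0.060 at transition, −0.335 at late exponential and −0.390 at stationary phase. Adding 10 instead of 1 moved these values most, to −0.272, −0.702 and −0.765. The mRNA change enters both quantities, and when reads were drawn with TE held constant the median r over 100 draws was −0.291, −0.412 and −0.450. Restricted to genes with many RPF reads as above, r at transition phase was 0.142.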

The correlation between mRNA change and TE change provided a clear demonstration of translational buffering, evidenced by the observed negative correlation between mRNA changes and TE changes, which become more pronounced as the growth progresses towards stationary phase (Fig. 5b). 

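In the 221 genes of the 28 clusters, the median log2 TE change from mid-exponential phase was −0.17 at transition, −0.84 at late exponential and −0.86 at stationary phase. Among 10000 random lists of the same size matched on mean mRNA level, these medians lay at percentile 41.5, 0 and 0. The lists were not matched on the mRNA change, which enters the TE change with a minus sign. As r was negative in the draws with constant TE, genes with rising mRNA can lie low without a change of TE. The draws were not evaluated for these genes alone, so the percentiles do not decide this. The low-value filter of Supplementary Fig. 21 moved the percentile at late exponential phase most, to 5.87. At stationary phase, mRNA was at least 2-fold higher in 162 of the genes, and TE was lower in 136 of those.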

Notably, secondary metabolism-related transcripts showed a tendency of increasing mRNA levels across time while the TE decreased. 

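From mid-exponential to transition phase, TE rose at least 2-fold in 67 of the 221 secondary metabolic genes and fell at least 2-fold in 64. In 34 of the 67, mRNA rose less than 2-fold, and 42 of the 67 belong to the CDA and prodiginine clusters. Over all genes, 1556 rose and 1977 fell by this measure. In 45 of the secondary metabolic genes neither library held a read, so that their TE change reflects mRNA alone. By the rule set for naming genes, the largest rises of TE between these phases among 2958 genes were those of SCO0921 (log2 change 6.74, from 6 to 654 RPF reads), SCO5222 of the albaflavenone cluster (from 0 reads, RPF at least 66.0-fold higher) and SCO1247 (from 0 to 33 reads, at least 16.9-fold higher). The largest falls were those of SCO5905 (from 45 reads to 0, RPF at least 9.77-fold lower), and of SCO0802 and SCO3853 (from 23 reads to 0 in each, at least 4.99-fold lower).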

A striking finding is that the TE change of many secondary metabolic genes is markedly enhanced at the transition from mid-exponential to transition phase, whereas their transcription is *not* correspondingly enhanced.

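The median log2 TE change of the lmRNAs from mid-exponential phase was −0.32 at transition, 0.04 at late exponential and 0.21 at stationary phase. Its percentile among 10000 random lists matched on mean mRNA level was 0.55, 82.9 and 99.9. For the umRNAs the medians were −0.03, −0.03 and 0.00. Scaling mRNA and RPF to equal totals moved the medians at stationary phase most, to 0.52 for lmRNAs and 0.35 for umRNAs.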

We observed that the TE of lmRNAs slightly increased relative to the growth phase, whereas the TE of umRNAs did not change (Fig. 5c). With umRNAs, the change in TE is likely to converge to zero by different positive and negatively acting factors, whereas lmRNAs are likely to be controlled by common factors *en bloc*; the latter was also observed for translation of lmRNAs at stationary phase in *Escherichia coli*^33^. 

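TE was ranked at each phase among all genes, and umRNAs in the highest or lowest 20% at all 4 phases were counted. This gave 64 umRNAs in the high and 74 in the low group. Ranked among the umRNAs alone, the groups held 92 and 100 genes. The groups ranked among umRNAs had a median TE of 0.199 and 0.0130 at mid-exponential phase. The high group had a median of 739 RPF reads over the 4 libraries and the low group 40.5. In at least 1 phase, 29 genes of the low group and 10 of the high group had no read. Sequences upstream of the start codons are not analysed here.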

To investigate the correlation between the 5′-UTR and TE in relation to predicted secondary structure within the UTR, we focused on a total of 174 (top 20%) and 200 (bottom 20%) genes on the basis of TE at each growth phase. The G+C content of the 20-bp sequence upstream from the start codon was measured, revealing that the low TE group had a higher G+C content (71.3%) than the high TE group (64.1%; Fig. 5d). Similarly, umRNAs with 5′-UTRs of lower free energy tend to have a low TE (Fig. 5e). This suggests that the highly structured 5′-UTRs, along with features such as G+C content and low free energy, are likely to decrease the rate of translation of mRNAs^34^,^35^. A more conserved polypurine (G>A) motif 8–12 bp upstream region from the start codon was observed in genes from the high TE group relative to the low TE group (Fig. 5f). This motif was comparable to the general bacterial Shine-Dalgarno sequence (or RBS) and suggests that a highly conserved RBS sequence is correlated with enhanced TE in *S. coelicolor*. Taken together, these findings suggest that antibiotic productivity could be potentially improved by engineering the 5′-UTR sequence of genes involved in secondary metabolism.

### Translational buffering during secondary metabolism

Changes in RPF patterns and TEs across the four growth phases for all genes of secondary metabolism of *S. coelicolor*^36^ are illustrated in Fig. 6a. 

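The median mRNA values of the 4 clusters differed most between phases for coelimycin, with 132 at mid-exponential and 69442 at late exponential phase. Median RPF in this cluster of 16 genes was 12.8 at mid-exponential, 5.60 at transition, 2436 at late exponential and 427 at stationary phase. Median RPF of the 22 actinorhodin genes was 0.910 at mid-exponential and 16.5 at stationary phase, and that of the 40 CDA genes was 0 at mid-exponential, 18.9 at transition, 22.4 at late exponential and 21.5 at stationary phase. For the 22 prodiginine genes it was 1.37, 119.7, 76.2 and 195. The clusters held 200 (CDA), 108 (actinorhodin), 74 (prodiginine) and 430 (coelimycin) RPF reads at mid-exponential phase.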

Among 28 secondary metabolites, 4 representative antibiotics of *S. coelicolor* (CDA, actinorhodin, prodiginine and coelimycin) showed dynamic expression patterns contingent on the growth phases. However, the dynamics differed between the respective gene clusters; for example, the TE of the prodiginine and CDA clusters increased specifically from mid-exponential to transition growth phases, whereas the coelimycin and actinorhodin clusters showed maximum expression at the late exponential and stationary growth phase, respectively. 

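From mid-exponential to transition phase, the median log2 TE change was 2.30 in the CDA cluster, where RPF changed by 3.50 and mRNA by 0.70, and 1.71 in the prodiginine cluster, where RPF changed by 5.37. In the next step to late exponential phase, TE fell by 3.96 in the CDA cluster, whose mRNA rose by 4.46 while RPF changed by 0.04, and TE fell by 2.96 in the prodiginine cluster, whose RPF fell by 0.24. The coelimycin cluster fell by 0.95 in RPF in the first step and rose by 8.15 in RPF and 7.85 in mRNA in the second. The actinorhodin cluster changed by 0 and 0.29 in RPF in these steps and by 2.13 from late exponential to stationary phase. An exact binomial test per gene on the recovered reads, Benjamini-Hochberg adjusted over all genes with a read, compares the 2 libraries and not the conditions. It called 24 CDA, 20 prodiginine, 1 actinorhodin and 1 coelimycin genes higher at transition phase than at mid-exponential phase, and 4 coelimycin and 1 actinorhodin genes lower. In the CDA cluster 21 genes had no read at mid-exponential phase, and with genes at 0 set to 3 reads the median TE change at transition phase was 1.52 over 35 genes in the CDA and 1.08 over 20 genes in the prodiginine cluster. Adding 10 instead of 1 moved the TE change of the prodiginine cluster at transition phase most, to −0.04.

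**Figure D1:**
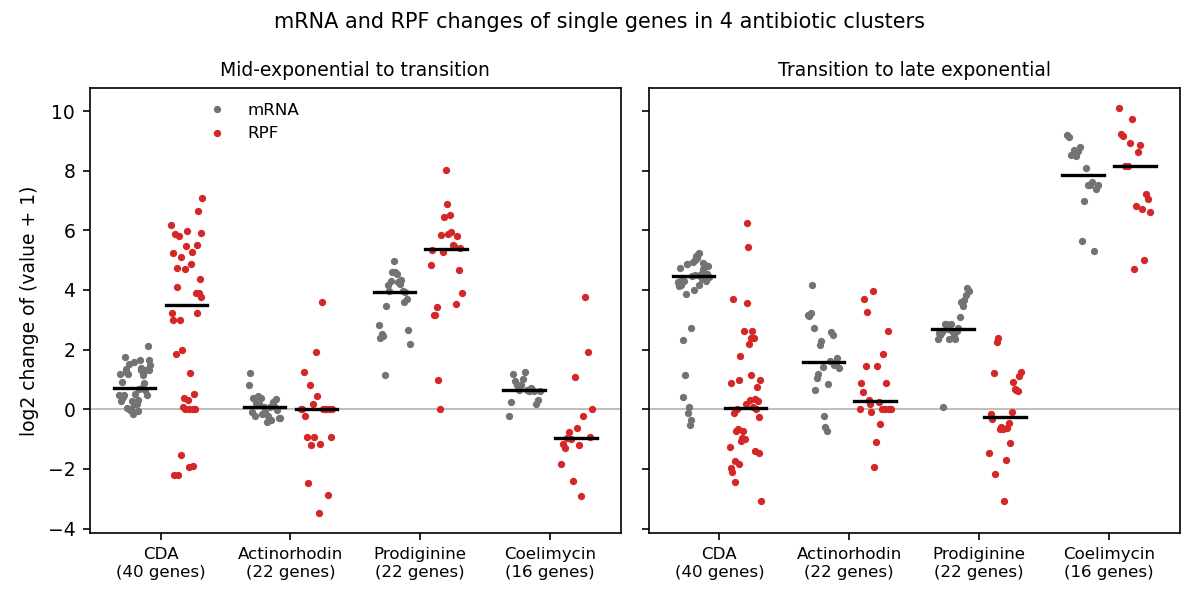
Log2 change of mRNA and RPF of each gene in the 4 antibiotic clusters from mid-exponential to transition phase and from transition to late exponential phase, with points for genes and black lines for medians. In the first step the CDA cluster has a median of 3.50 for RPF and 0.70 for mRNA, and in the second 0.04 and 4.46.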

Interestingly, the level of translation of the respective cluster-situated regulator (CSR) genes, *cdaR* (SCO3217), *actΙΙ-ORF4* (SCO5085), *redD* (SCO5877) and *redZ* (SCO5881), was higher at the transition growth phase than the late exponential growth phase, whereas their respective transcript levels gradually increased across the growth phases (Fig. 6b). These contrasting dynamics of transcription and translation were not observed in other regulatory genes related to secondary metabolism (Fig. 6c). 

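The gene *cdaR* (SCO3217, 3529272 to 3531188, plus strand) had 442 RPF reads at transition and 131 at late exponential phase, and the ratio of RPF between these libraries was 5.49 (95% exact interval on the read counts 4.51 to 6.72). For *redZ* (SCO5881, 6438206 to 6438859, minus strand) the ratio was 4.68 (3.10 to 7.23), and for *redD* (SCO5877, 6432566 to 6433618, plus strand) it was 2.82 (2.11 to 3.80). For *actII-ORF4* (SCO5085, 5528094 to 5528861, plus strand) it was 1.45 with an interval of 0.485 to 4.22 from 8 and 9 reads, so a difference was not detectable at this depth. The mRNA ratio of transition to late exponential phase was 0.201 for *cdaR*, 0.195 for *redD*, 0.954 for *redZ* and 0.556 for *actII-ORF4*.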

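Of the 14 other regulators drawn in Fig. 6d, 6 had a higher RPF at transition than at late exponential phase, and 4 of these also had a higher mRNA value. The other two, *adpA* (SCO2792) and SCO5405, had a lower mRNA value at transition phase, a combination found in 13.9% of all genes and in none of the genes drawn in Fig. 6c. The ratio of RPF for *adpA* was 1.35 (95% exact interval 1.20 to 1.52). Among the 6, the intervals of *afsQ1* (SCO4907, 1.16, 0.738 to 1.80) and SCO0310 (1.63, 0.487 to 5.43) span 1. For these genes a difference was not detectable at this depth. The largest ratio was that of *phoP* (SCO4230), at 6.17 (interval 5.46 to 6.98), with an mRNA ratio of 2.32.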

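From mid-exponential to transition phase, the log2 TE change was 2.35 for *cdaR*, 2.01 for *redD*, 2.31 for *redZ* and 3.54 for *actII-ORF4*, whose RPF rested on 0 and 8 reads. Their median, 2.33, lay at percentile 99.6 among 10000 random lists of 4 genes matched on mean mRNA level, and with *actII-ORF4* set to 3 reads at mid-exponential phase it was 2.16. A TE change above that of *redD* was found for 660 genes (8.54% of all genes). The 4 genes were singled out by the authors on these libraries, so the percentile is not independent evidence. Of the other regulators of antibiotic clusters that the paper names for their transcripts, *kasO* (SCO6280) changed by 0.07 in TE (6 and 9 reads), SCO6286 had 0 and 2 reads, and SCO6288 had no read at either phase. The 14 other regulators had a median TE change of −0.24 between −1.57 and 0.65, at percentile 50.7. Of these, 7 lay within 0.5 of 0, 5 were at −1 or lower and 5 were above 0. The median of the 4 regulators moved most when 10 was added, to 1.31.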

Importantly, the CSR genes demonstrated highest TE changes between the mid-exponential and transition growth phases compared with other regulators of secondary metabolism, which show near zero TE changes (Fig. 6d). This unprecedented finding suggests that translational (more so than transcriptional) induction of the CSR genes is mediated specifically at the transition phase, immediately before onset of secondary metabolism.

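Measured against mid-exponential phase, RPF at transition phase was 17.4 times as high for *cdaR* (95% exact interval 12.5 to 24.8), 33.3 times for *redD* (14.9 to 92.3) and 11.8 times for *redZ* (6.43 to 23.6). For *actII-ORF4*, which had no read at mid-exponential phase, it was 4.10-fold higher against the floor of 3 reads. This ratio is not a lower limit, and the exact interval for 8 against 0 reads starts at 2.62. The mRNA ratio between the same phases was 3.34, 7.08, 2.20 and 1.05 in that order. From the rise in TE, the paper proposes that induction of these genes at transition phase is translational more than transcriptional. Each phase is represented by a single Ribo-seq library in the deposited tables, so the difference could not be checked on a replicate.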

To further investigate the growth phase-dependence of transcription and translation, we correlated the abundance of mRNA transcripts and RPFs. First, the genes were divided into 16 groups according to mRNA and RPF expression patterns, respectively, by hierarchical clustering (using Pearson correlation) and the 16 groups were analysed in a combinatorial manner, generating 256 groups (Supplementary Fig. 22a). 

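The genes of 4 groups in Supplementary Data 10 were followed from mid-exponential to stationary phase. In the group with rising mRNA and falling RPF (28 genes), the median log2 change was 1.41 for mRNA and −1.31 for RPF, and all 28 genes moved both ways as named. In the group with falling mRNA and rising RPF (59 genes), it was −1.41 for mRNA and 1.82 for RPF. The median number of RPF reads per gene went from 5 to 1.5 in the former group and from 2 to 8 in the latter. The groups were chosen by the authors on these libraries, so the directions are not independent evidence.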

Interestingly, some genes showed an anti-correlation between mRNA transcript and RPF levels: a group with mRNA-increasing and RPF-decreasing (ID) pattern comprised gene functions related with transport, cell membrane and macromolecule degradation (Supplementary Data 10 and Supplementary Fig. 22b), whereas another (the DI group) showed a strikingly anti-correlated trend with decreasing levels of mRNA abundance and increasing trend in RPF abundance; these include regulatory functions such as RNAP core enzyme binding, regulation (including anti-σ factors) and protein kinases (Supplementary Data 10 and Supplementary Fig. 22b). Although further studies are needed, we predict that the genes in the DI group are controlled at the translational level.

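An exact binomial test on the recovered reads called 21 of the 59 DI genes different between the mid-exponential and stationary libraries, and 4 of the 28 ID genes. In the groups in which mRNA and RPF moved together, 950 of 1105 rising genes (II) and 495 of 607 falling genes (DD) were called. With genes at 0 set to 3 reads and genes at or under 3 reads in both libraries left out, the median RPF change of the DI group was 1.06 over 50 genes. With 10 added before the logarithm, the setting that moved it most, it was 0.43.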

## Discussion

Systematic integration of multiple genome-wide data sets allowed us to visualize in unprecedented depth the expression of the *S. coelicolor* genome and to elucidate the relationship between transcription and translation at a genome-wide scale across four representative growth phases of this model antibiotic-producing bacterium. A total of 3,570 TSSs were identified in this study, and revealed the existence of a high proportion (21%) of leaderless transcripts; it has been speculated that this may be correlated with their capacity for antibiotic production because many antibiotics target the translation system^37^. 

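The median TE of the 221 secondary metabolic genes was 0.0817 at mid-exponential, 0.0825 at transition, 0.0421 at late exponential and 0.0422 at stationary phase. Over all genes it was 0.0603, 0.0531, 0.0587 and 0.0584. TE was at least 2-fold lower than at mid-exponential phase in 100 of the 221 genes at late exponential and 96 at stationary phase, and at least 2-fold higher in 38 and 26.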

We observed a general reduction in the translation rate of secondary metabolic genes after the transition growth phase. The results from this study suggest that translational control of gene expression is widespread in *S. coelicolor* and that it clearly influences expression of secondary metabolic genes and their associated transcription factors. The comprehensive transcriptional and translational data reported here will provide an important reference resource for molecular genetic and systems-level studies of streptomycetes. The study has also identified key genes that are subject to translational control and therefore offers target genes for investigating the molecular basis of such control. Engineering of such translational control systems offers a potentially novel route for strain engineering to enhance secondary metabolite production. Our observation that some CSRs are translationally induced at transition phase suggests one approach to synthetically manipulate secondary metabolic gene clusters.

## Methods

### Strains and cell growth

A 20% glycerol stock of *S. coelicolor* A3(2) M145 (ATCC BAA-471) spores was used to inoculate R5− liquid complex medium containing 0.16 g ml^−1^ glass beads (3 mm (±0.3 mm) diameter) and cultured to mid-exponential phase (OD_450 nm_∼0.6). Composition of the R5− liquid complex medium was as follows: 25 mM TES (pH 7.2), 103 g l^−1^ sucrose, 1% glucose, 5 g l^−1^ yeast extract, 10.12 g l^−1^ MgCl_2_·6H_2_O, 0.25 g l^−1^ K_2_SO_4_, 0.1 g l^−1^ casamino acids, 0.08 mg l^−1^ ZnCl_2_, 0.4 mg l^−1^ FeCl_3_·6H_2_O, 0.02 mg l^−1^ CuCl_2_·2H_2_O, 0.02 mg l^−1^ MnCl_2_·4H_2_O, 0.02 mg l^−1^ Na_2_B_4_O_7_·10H_2_O and 0.02 mg l^−1^ (NH_4_)_6_Mo_7_O_24_·4H_2_O. The mycelium was then diluted 1:100 into fresh R5− liquid complex medium and cultivated at 30 °C to appropriate cell density in an orbital shaker. For directional ssRNA-seq and Ribo-seq experiments, mycelium was harvested in mid-exponential phase (14 h), transition phase (18 h), late exponential phase (22 h) and stationary phase (36 h). To prepare the Ribo-seq samples, thiostrepton (Sigma), a translation elongation inhibitor, was added to cultures to a final concentration of 20 μM and subsequently incubated for 5 min at 30 **°**C before harvesting. For dRNA-seq, mycelia were cultivated under 44 different conditions as follows: four time points in the R5− liquid cultures, three time points from SMMS solid cultures, mycelia grown with 32 different nutrient combinations (10 g l^−1^ each carbon source: glucose, *N*-acetylglucosamine, glycerol and maltose; 0.5 g l^−1^ each nitrogen source: ammonium, asparagine, glutamine, serine, leucine, histidine, phenylalanine and casamino acids) in liquid minimal medium, composed of 0.5 g l^−1^ K_2_HPO_4_, 0.2 g l^−1^ MgSO_4_·7H_2_O and 0.01 g l^−1^ FeSO_4_·7H_2_O, and mycelium exposed to five different stress conditions (0.5 M sodium chloride, 1% ethanol, 42 °C heat shock, 12 °C cold shock and 0.01% SDS) for 1 h in the liquid minimal medium with 10 g l^−1^ glucose and 0.5 g l^−1^ asparagine. Cell growth was monitored by measuring the OD_450 nm_.

### RNA purification

The mycelium was resuspended in 500 μl lysis buffer composed of 20 mM Tris-HCl (pH 7.4), 140 mM NaCl, 5 mM MgCl_2_ and 1% Triton X-100. Resuspended cells were dripped into liquid nitrogen and then ground with pestle and mortar. The powdered mycelia were thawed and the cell debris was removed by centrifugation at 4 °C for 5 min at 3,000*g*. The supernatant was further clarified by centrifugation at 16,000*g* for 10 min. For ssRNA-seq and dRNA-seq samples, total RNA was isolated using miRNeasy Mini kit (Qiagen) in accordance with the manufacturer's instructions.

### ssRNA-seq library preparation

To remove genomic DNA, the isolated RNA was incubated at 37 °C for 1 h with 4 U of rDNase Ι (Ambion) and 5 μl of 10 × DNase Ι buffer (Ambion). The DNA-free RNA was purified by phenol-chloroform extraction and ethanol precipitation. Ribosomal RNA (rRNA) was removed by using Ribo-Zero rRNA Removal Kit for Meta-bacteria (Epicentre) according to the manufacturer's instructions. rRNA-depleted RNAs were checked for quality control with Agilent 2200 TapeStation system (Agilent Technologies). 200 ng mRNA was then fragmented by incubation at 70 **°**C for 5 min with 10 × Fragmentation buffer (Ambion). The reaction was terminated by adding 1 μl of Stop solution (Ambion) and the fragmented mRNA was purified by ethanol precipitation. For first strand cDNA synthesis, 3 μg of Random primers (Invitrogen) were added to the fragmented mRNA and denatured by incubation at 65 **°**C for 5 min. Then, the following was added to the reaction: 2 μl of 10 × RT buffer (Invitrogen), 1 μl of 10 mM dNTP mix, 4 μl of 25 mM MgCl_2_, 2 μl of 100 mM dithiothreitol (DTT), 1 μl of SuperScript ΙΙΙ Reverse Transcriptase (200 U μl^−1^, Invitrogen) and 1 μl of RNaseOUT (40 U μl^−1^, Invitrogen). The mixture was incubated 10 min at 25 **°**C for annealing then 50 min at 50 **°**C for reverse transcription. The reaction was terminated by incubation at 85 **°**C for 5 min. Synthesized first strand cDNA was purified by using Agencourt AMPure XP beads (Beckman Coulter). The following mixture was added to the purified cDNA for second strand synthesis: 1 μl of 10 × RT buffer (Invitrogen), 0.5 μl of 25 mM MgCl_2_, 1 μl of 100 mM DTT, 2 μl of 10 mM mixture of each dNTP (dATP, dGTP, dCTP and dUTP), 15 μl of 5 × second-strand buffer (Invitrogen), 5 μl of *E. coli* DNA polymerase (10 U μl^−1^, Invitrogen), 1 μl of *E. coli* DNA ligase (10 U μl^−1^, Invitrogen) and 1 μl of *E. coli* RNase H (2 U μl^−1^, Invitrogen). The mixture was incubated at 16 **°**C for 2 h and synthesized cDNA was purified using Agencourt AMPure XP beads (Beckman Coulter). The libraries for Illumina sequencing were constructed using TruSeq DNA Sample Prep Kit (Illumina Inc) according to the manufacturer's instructions. Briefly, the synthesized cDNA was end-repaired and 3′-ends of the blunt fragments were adenylated for the adapter ligation. The adenylated DNA fragments were ligated with Illumina adapters. A fraction of the adapter-ligated DNA between 180 and 380 bp was size-selected from a 2% agarose gel after electrophoresis. Size-selected DNA was purified by using MinElute Gel Extraction Kit (Qiagen) according to the manufacturer's instructions and eluted in 1 × TE buffer with low EDTA (10 mM Tris-HCl (pH 8.0), 0.1 mM EDTA) for the following enzyme reaction. For degradation of the second strand that contains dUTP instead of dTTP, 1 U of USER enzyme (NEB) was added to the purified DNA and incubated at 37 °C for 15 min. After 5 min incubation at 95 °C for enzyme inactivation, the library was enriched by PCR. The amplification was monitored on a CFX96 Real-Time PCR Detection System (Bio-Rad) and stopped at the beginning of the saturation point. The amplified library was purified by using Agencourt AMPure XP beads and quantified using a Qubit 2.0 fluorometer (Invitrogen).

### dRNA-seq library preparation

RNA samples from various growth conditions described previously were pooled to make 10 μg of total RNA. Genomic DNA was removed by using DNA-free Kit (Ambion) in accordance with the manufacturer's instructions. To enrich mRNA from the isolated total RNA samples, rRNA was removed by using Ribo-Zero rRNA Removal Kit for Meta-bacteria. rRNA-depleted RNA samples were verified for quality control with the Experion system (Bio-Rad). Total mRNA was split into two samples for two different libraries: the library of the primary transcriptome and the library of whole transcriptome, respectively. One unit of Terminator 5′-Phosphate-Dependent Exonuclease (TEX, Epicentre) was used to treat one of the samples to enrich primary transcripts, which have triphosphate at their 5′-ends, resulting in the preparation of the TEX-treated (TEX+) and non-treated (TEX−) samples. 2 μl of 10 × Terminator Reaction Buffer A (Epicentre) and 0.5 μl of RNaseOUT (40 U μl^−1^) were added to the TEX+ sample and incubated at 30 °C for 1 h. The reaction was terminated by adding 1 μl of 100 mM EDTA (pH 8.0). To ligate 5′-RNA adaptor, the triphosphates at the 5′-ends of mRNA were converted to monophosphate by treating with 20 U of RNA 5′-polyphosphatase (Epicentre) in a 20-μl volume containing 2 μl of 10 × RNA 5′-polyphosphatase Reaction buffer (Epicentre) and 0.5 μl of RNaseOUT (40 U μl^−1^) at 37 °C for 1 h. The mRNA was then purified by phenol-chloroform extraction and ethanol precipitation. 5 μM of 5′-RNA adaptor (5′-GUUCAGAGUUCUACAGUCCGACGAUC-3′) was added to the purified mRNA with 4 μl of T4 RNA Ligase (5 U μl^−1^, Epicentre), 2 μl of 10 × T4 RNA Ligase buffer (Epicentre), 2 μl of 10 mM ATP and 0.5 μl of RNaseOUT (40 U μl^−1^). The ligation reaction was incubated at 37 °C for 3 h. Following this step, cDNA was synthesized from adaptor-ligated RNA using random 3′ overhanging primer (N9; 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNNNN-3′). The primer-RNA mixture was incubated at 70 °C for 10 min then at 25 °C for 10 min. The following components were added to the reaction: 6 μl of 10 × RT buffer, 6 μl of 100 mM DTT, 3 μl of 10 mM dNTP mix, 1 μl of actinomycin D (1 mg ml^−1^), 0.75 μl of RNaseOUT (40 U μl^−1^) and 3 μl of SuperScript ΙΙΙ Reverse Transcriptase (200 U μl^−1^). The mixture was incubated 10 min at 25 °C, 1 h at 37 °C, 1 h at 42 °C and 15 min at 70 °C, sequentially. The reaction was then chilled to 4 °C. To remove residual RNAs, the reverse transcribed product was incubated at 65 °C for 30 min with 20 μl of 1 N NaOH followed by 20 μl of 1 N HCl for neutralization. Synthesized cDNA was purified using QIAquick PCR Purification Kit (Qiagen) according to the manufacturer's instructions. The cDNA was purified again by ethanol precipitation. Purified cDNA was selected at a size range between 100 and 350 bp on a 2% agarose gel by Pippin Prep (Sage Science). Size selected DNA was purified by ethanol precipitation. The purified sequencing library was then amplified by PCR with indexed primers for the Illumina sequencing platform. The success of the amplification step was monitored on a CFX96 Real-Time PCR Detection System and stopped at the beginning of the saturation point. The enriched library was then purified by ethanol precipitation. Purified libraries at a size range between 150 and 400 bp were extracted from a 2% agarose gel by Pippin Prep. The size-selected library was purified by ethanol precipitation. A second PCR amplification was carried out with a few PCR cycles to produce enough DNA for Illumina sequencing. The final amplified library was purified by ethanol precipitation and the libraries in the range 150–400 bp were extracted from a 2% agarose gel after electrophoresis. The final library was then purified using MinElute Gel Extraction Kit and quantified using Qubit 2.0 fluorometer. High-throughput sequencing is described after the ribosome profiling protocol. Approximately 92% of sequence reads (∼4.2 million sequence reads) were uniquely mapped to the *S. coelicolor* genome (NC_003888) with an average read length of 118 nt corresponding to ∼53-fold genomic coverage.

### Ribosome profiling (Ribo-seq) library preparation

The mycelium was washed in 500 μl polysome buffer composed of 20 mM Tris-HCl (pH 7.4), 140 mM NaCl, 5 mM MgCl_2_ and 20 μM thiostrepton. The cells were then resuspended in the lysis buffer (20 mM Tris-HCl (pH 7.4), 140 mM NaCl, 5 mM MgCl_2_ and 1% Triton X-100) with 20 μM thiostrepton, dripped into liquid nitrogen and then ground with pestle and mortar. The powdered cells were thawed and centrifuged at 4 °C for 5 min at 3,000*g* to remove cell debris. The supernatant was recovered and clarified by centrifugation at 16,000*g* for 10 min. To digest RNA, 750 U of RNase Ι (Ambion) was added to the cell lysate containing 50 μg total RNA in 300 μl of 10 mM Tris-HCl (pH7.6). The samples were incubated at 37 °C for 45 min with gentle rotation, followed by addition of 200 U of SUPERase·In (Invitrogen). The digested samples were carefully pipetted onto 900 μl of 1 M sucrose cushion (34% (w/v) sucrose) in a polycarbonate ultracentrifuge tube (13 × 51 mm, Beckman). Ribosomes were pelleted by centrifugation with TLA100.2 rotor (Beckman) at 215,000*g* for 4 h at 4 °C, and subsequently resuspended in 700 μl of RLT buffer (Qiagen). RNA was purified by phenol-chloroform extraction and ethanol precipitation. rRNA was removed by using Ribo-Zero rRNA Removal Kit for Meta-bacteria. The ribosome-protected RNA ‘footprint' fragments were separated by electrophoresis for 65 min at 200 V using 15% polyacrylamide TBE-urea gel (Invitrogen). RNA fragments between 26 and 32 bp were size-selected and eluted in 400 μl of RNA gel extraction buffer (300 mM sodium acetate (pH 5.5), 1 mM EDTA and 0.25% (w/v) SDS). The samples were frozen for 30 min at −80 °C then incubated overnight at room temperature with gentle mixing. Size-selected fragments were purified by ethanol precipitation and dissolved in 10 μl of 10 mM Tris-HCl (pH 8.0). The dephosphorylation reaction was carried out as follows: samples were denatured for 90 s at 80 °C; after this step, the samples were equilibrated to 37 °C and incubated for 1 h at 37 °C with 5 μl of 10 × T4 PNK buffer (NEB), 1 μl of SUPERase·In (20 U μl^−1^) and 1 μl of T4 PNK (10 U μl^−1^, NEB). Thereafter, the enzyme inactivation was performed for 10 min at 70 °C and RNA was purified by ethanol precipitation. Dephosphorylated RNA was dissolved in 8.5 μl of 10 mM Tris-HCl (pH8.0) and 1.5 μl of Universal miRNA Cloning Linker (NEB) was added to the RNA. RNA-linker mixture was denatured at 80 °C for 90 s then cooled to room temperature. The mixture was ligated in 20 μl volume with 2 μl of 10 × T4 RNA Ligase Reaction Buffer (NEB), 6 μl of PEG 8000 (50%, w/v) and 1 μl of T4 RNA Ligase 2, truncated (200 U μl^−1^, NEB). The mixture was incubated for 2.5 h at room temperature. Linker-ligated RNA was purified by ethanol precipitation and dissolved in 10 μl of 10 mM Tris-HCl (pH 8.0). For reverse transcription, 2 μl of 1.25 μM reverse transcription primer (5′-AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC-SpC18-CACTCA-SpC18-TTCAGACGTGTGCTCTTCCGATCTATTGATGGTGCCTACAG-3′; where SpC18 indicates a hexa-ethyleneglycol spacer) was added to the RNA; the mixture was denatured at 80 °C for 2 min then placed on ice. The reverse transcription reaction was prepared as follow: 12 μl of RNA-primer mixture, 4 μl of 5 × first-strand buffer, 1 μl of 10 mM dNTPs, 1 μl of 100 mM DTT, 1 μl of SUPERase·In (20 U μl^−1^) and 1 μl of SuperScript ΙΙΙ Reverse Transcriptase (200 U μl^−1^). The mixture was incubated at 48 °C for 30 min. RNA was hydrolysed by adding 2.2 μl of 1 N NaOH and incubated at 98 °C for 20 min. cDNA was purified by ethanol precipitation and separated from the unextended primer by polyacrylamide gel electrophoresis as describe above, except using DNA gel extraction buffer (300 mM NaCl, 10 mM Tris-HCl (pH 8.0) and 1 mM EDTA) instead of RNA gel extraction buffer. Circularization reaction was prepared as follow: 15 μl of cDNA, 2 μl of CircLigase 10 × Reaction Buffer (Epicentre), 1 μl of 1 mM ATP, 1 μl of 50 mM MnCl_2_ and 1 μl of CircLigase ssDNA Ligase (100 U μl^−1^, Epicentre). The mixture was incubated at 60 °C for 1 h followed by enzyme heat-inactivation by incubation at 80 °C for 10 min. The sequencing library was amplified from the circulated DNA by PCR. PCR amplification was performed with varying numbers of cycles in order to determine the optimal cycle. The amplified library was separated from the unextended primers by electrophoresis for 40 min at 180 V using an 8% polyacrylamide gel. The final library was extracted from the gel slice as described above, and quantified using a Qubit 2.0 fluorometer.

### High-throughput sequencing

The resulting library was loaded onto a flow-cell and sequenced using an Illumina Miseq v.2 instrument. The 50-bp read recipe was used for the ssRNA-seq and Ribo-seq libraries, and the 150-bp read recipe was used for dRNA-seq libraries in accordance with the manufacturer's instructions. The ssRNA-seq generated more than 120 million reads with an average read length of 50 bp and the number of sequence reads for each library ranged from 1.0 × 10^7^ to 1.7 × 10^7^. The quality-processing steps yielded 76.5–87.6% of these reads as uniquely mapped onto the *S. coelicolor* genome, corresponding to 75.4-fold average genomic coverage (602-fold in total). The rRNA depletion method used in this study efficiently enriched the mRNA molecules for the cDNA library construction^18^,^38^.

### Data processing

The linker sequence was trimmed from reads of the Ribo-seq libraries before being aligned to the genome. Reads that were shorter than 25 bp after trimming or did not contain the linker sequence were discarded. Also, the random 3′-overhanging (N9) sequences in reads of dRNA-seq library were trimmed. Reads shorter than 25 bp after trimming were discarded. The reads were then aligned to the *S. coelicolor* genome (NC_003888, ftp://ftp.ncbi.nlm.nih.gov/genomes/Bacteria/Streptomyces_coelicolor_A3_2__uid57801/) using CLC Genomics Workbench (CLC bio) with the following parameters: mismatch cost 2, deletion cost 3, insertion cost 3, length fraction 0.9 and similarity fraction 0.9. Only uniquely mapped reads were retained. To validate the reproducibility between duplicate data, the expression of genes was normalized by RPKM. High coefficient of determination (*R*^2^≥0.96) calculated between duplicate data confirmed high reproducibility (Supplementary Fig. 8b). The expression of the genes was normalized using the DESeq package in R^39^, and the expression values for replicate data were merged as a normalized value. For all transcriptomic analysis, the count value after normalization by DESeq was used. To estimate the numbers of transcripts present at biologically relevant expression levels, we assumed that the normalized expression levels of the secondary metabolic genes (221 genes in total) are minimal at the mid exponential growth phase^40^ and therefore we used the expression levels of these genes as cutoff value (median=32.8). Among the four time points, only genes that had normalized mRNA expression level greater than 32.8 for at least one time point were considered. Comparing every two time points, genes having mRNA fold changes over 2 and *P*-value smaller than 0.05 (calculated by DESeq) were subsequently included in the analysis. 4,557 genes satisfying these criteria were hierarchically clustered (method=manhattan, complete) by using R, then visualized as a heat map in log_2_ scale. For calculation of TE, an arbitrary value of 1 was added to all data to avoid a zero value denominator. Because the sequences of the first 20 genes and the last 20 genes of *S. coelicolor* represent duplications, these 40 genes were excluded from all analysis.

### TSS identification and data analysis

Genomic positions of the 5′-ends of uniquely aligned dRNA-seq reads from the TEX-treated (TEX+) libraries were considered to be potential TSSs. TSSs were then determined as described previously, followed by manual curation^41^. Briefly, potential TSSs within 100 bp were clustered together, partitioning the 8.7 Mb *S. coelicolor* genome into 11,916 clusters; then, adjacent peaks in each cluster were sub-clustered by calculating the standard deviation of their genomic positions to select a local maximum peak as the TSS in each sub-cluster. If two or more peaks located nearby had standard deviation of <10 they were sub-clustered together. During this sub-clustering step, if the total read count in a cluster or a sub-cluster is less than three, the cluster or the sub-cluster was removed. For example, in a case where three peaks are positioned at 100, 114 and 128, only the first two peaks are grouped in the same cluster because the standard deviation of (100, 114) is 9.9, whereas the standard deviation of (100, 114, 128) is 14. On the other hand, if there are 29 peaks at every position from 100 to 128, they are grouped in one cluster because the standard deviation of the 29 genomic positions is 8.5. Thus, standard deviation measure is the criterion required to sub-cluster peaks that are densely located in a certain region of the genome. Then, the peak with maximum reads in each sub-cluster was designated as the TSS. Among the selected TSSs in one cluster, if two or more TSSs were closely located (standard deviation of genomic positions <10) the lower peaks were removed. Finally, we compared the assigned TSSs with data from the respective non-TEX-treated libraries. If the peak is not found in TEX− data within ±5 bp, the peak was removed. Further, manual curation was performed by comparing the data with the corresponding ssRNA-seq profiles. If the expression level of a gene (or operon) is extremely high, the internal peaks from processed RNAs are not properly removed by the steps described above, and therefore we manually removed those peaks. In contrast, if a peak is present in the TEX+ library and has a clear ssRNA-seq profile, this was selected as a TSS. Among the TSSs located from 500 bp upstream to 150 bp downstream of the respective annotated start codon of each open reading frames, the TSS scoring the maximum number of reads was classified as the primary (P) and the others as secondary TSSs (S). The mapped TSSs were compared with previously known TSSs (within the range of ±4 bp of our data). All data were visualized using SignalMap (Roche NimbleGen, Inc.)^16^,^18^.

### Motif discovery

The conserved promoter sequence analysis was conducted using the MEME software. We first extracted the 20-bp upstream sequences of each TSS (3,570 in total) to identify the −10 motif. After obtaining the conserved sequence (TANNNT), we extracted 8 bp upstream and 7 bp downstream sequences from the first and the last nucleotide of the conserved sequence, respectively. The 21-bp (N_8_TANNNTN_7_) sequences were then used to draw the conserved motif sequences using Weblogo^42^. Then, the sequences between 40 and 25 bp upstream of each TSS were extracted to obtain −35 motif (NTGACC). The 16-bp sequences composed of 4 bp upstream and 6 bp downstream sequences (N_4_NTGACCN_6_) was extracted and used to obtain the conserved sequence. Then, the variable length of the space between −10 and −35 was calculated for each promoter. To obtain the −10 and −35 motifs for promoters associated with each class of transcript—lmRNAs, primary TSSs, antisense TSSs, internal TSSs, intergenic TSSs and sRNAs—we repeated the procedure described above. A conserved hexanucleotide −10 motif (that is, TANNNT) was found from 80.4% (2,870 out of 3,570; *P*<0.05; MEME) of the identified TSSs, which is similar to the recently reported −10 motif for *Mycobacterium tuberculosis*^25^. This is consistent with the observation that the number of conserved nucleotides within the −10 motif tends to diminish when genomic G+C content is above 60% (ref. 43). It is worth noting that the average G+C content of the *S. coelicolor* promoter region is 63.9%, contrasting with that of the *S. coelicolor* genome as a whole of 72.1%. Sequences and length of spacer between the 5′ end of the −10 hexamer and the 3′-end of the −35 hexamer have been shown to have significant influence on bacterial promoter activity because this region is specifically recognized by each σ-factor. To test this, the promoters with identified −10 and −35 consensus regions were grouped on the basis of spacer length, resulting in 62.1% (1,036 out of 1,667) of them having the spacers between 15 and 20 nt (Supplementary Fig. 5).

### 5′-Rapid amplification of cDNA ends

Specific primers were designed to amplify 200–300 bp covering the downstream regions of selected TSSs. Cells were harvested in late exponential phase (22 h). The mycelium was resuspended in 500 μl lysis buffer composed of 20 mM Tris-HCl (pH 7.4), 140 mM NaCl, 5 mM MgCl_2_ and 1% Triton X-100. Resuspended cells were dripped into liquid nitrogen and then ground with pestle and mortar. The powdered mycelia were thawed and the cell debris was removed by centrifugation at 4 °C for 5 min at 3,000*g*. The supernatant was further clarified by centrifugation at 16,000*g* for 10 min. Total RNA was isolated using miRNeasy Mini kit (Qiagen) in accordance with the manufacturer's instructions. To remove genomic DNA, 10 μg of the isolated RNA was incubated at 37 °C for 1 h with 4 U of Turbo DNase (Thermo Fisher Scientific) and 5 μl of 10 × Turbo DNase buffer (Thermo Fisher Scientific). The DNA-free RNA was purified by phenol-chloroform extraction and ethanol precipitation. To enrich mRNA from the isolated total RNA samples, rRNA was removed by using Ribo-Zero rRNA Removal Kit for Meta-bacteria. 5′-Tag-cDNA library was constructed as described previously with optimized amounts of reagents^44^. Briefly, 50 μM of short RNA adaptor (5′-ACGGACUAGAAGAAA-3′) was added to 1 μg of the rRNA-depleted RNAs with 10 U of T4 RNA ligase (Thermo Fisher Scientific). The ligation reaction was incubated at 37 °C for 90 min, then 70 °C for 10 min. The adapter ligated RNAs were purified using Agencourt AMPure XP beads (Beckman Coulter). Half of the recovered RNAs were then treated with 20 U of RNA 5′-polyphosphatase (TAP; Epicentre). Identical treatments were applied to the other half of the RNAs, except that RNA 5′-polyphosphatase was omitted, providing a negative control. Both reactions were incubated at 37 °C for 1 h, then the RNAs were purified by ethanol precipitation. RNA 5′-polyphosphatase-treated sample (TAP+) and negative control (TAP−) were ligated to 10 μM of second RNA adapter (5′-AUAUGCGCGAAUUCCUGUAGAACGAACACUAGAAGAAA-3′) with 10 U of T4 RNA ligase (Thermo Fisher Scientific). The adapter ligated RNAs were purified using Agencourt AMPure XP beads (Beckman Coulter). cDNA was synthesized from the adapter ligated RNAs with SuperScript ΙΙΙ First-Strand Synthesis System (Invitrogen) according to the manufacturer's instruction. Synthesized cDNA was purified twice using Agencourt AMPure XP beads (Beckman Coulter). Then, the cDNA was amplified with 10 μM of the selected gene-specific primer and 25 μM of primer (5′-GCGCGAATTCCTGTAGAACG-3′), which is complementary to second RNA adapter. The sequences of gene-specific primers are indicated in Supplementary Table 3. Amplified products were separated by gel electrophoresis.

### Quantitative real-time PCR

First-strand cDNA was synthesized from 8 μg of total RNA by using SuperScript ΙΙΙ First-Strand Synthesis System (Invitrogen) in accordance with the manufacturer's instructions. The amplification of the cDNAs was monitored on a CFX96 Real-Time PCR Detection System with SYBR Green I Nucleic Acid Gel Stain (Invitrogen) under the following conditions: 98 °C for 10 s; 62 °C for 30 s; 72 °C for 10 s for 35 cycles. The sequences of primers used for amplification are indicated in Supplementary Table 4.

### Data access and in-house scripts availability

The reference genome for *S. coelicolor* A3(2) strain M145 (accession code NC_003888) is available from National Center for Biotechnology Information. In-house scripts used for data processing are available at http://cholab.or.kr/data/.

## Additional information

**Accession codes:** All raw and processed data have been deposited in the Gene Expression Omnibus archive under accession code GSE69350.

**How to cite this article:** Jeong, Y. *et al*. The dynamic transcriptional and translational landscape of the model antibiotic producer *Streptomyces coelicolor* A3(2). *Nat. Commun.* 7:11605 doi: 10.1038/ncomms11605 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-22, Supplementary Tables 1-4, Supplementary References

Supplementary Dataset 1 Listing of all transcription start-sites (TSSs) of *S. coelicolor* identified in this study by dRNA-seq.

Supplementary Dataset 2 Functional categorization of genes encoded by leaderless transcripts.

Supplementary Dataset 3 Catalogue of small RNAs identified in this study.

Supplementary Dataset 4 Normalized mRNA expression levels at the four growth phases examined as deduced from the ssRNA-seq data.

Supplementary Dataset 5 Compilation of genes differentially expressed at different growth phases.

Supplementary Dataset 6 Transcriptome dynamics at different growth phases.

Supplementary Dataset 7 Normalized ribosome-protected mRNA fragment (RPF) levels at four growth phases.

Supplementary Dataset 8 PSI-BLAST similarity search results for predicted peptide sequences from novel sRNA transcripts.

Supplementary Dataset 9 List of the protein subunits of known protein complexes used in stoichiometry analysis, their functions and RPF data for each growth phase.

Supplementary Dataset 10 List of the genes in II, DD, ID and DI groups, their mRNA and RPF cluster numbers and known or predicted functions.

## Figures and Tables

**Figure 1:**
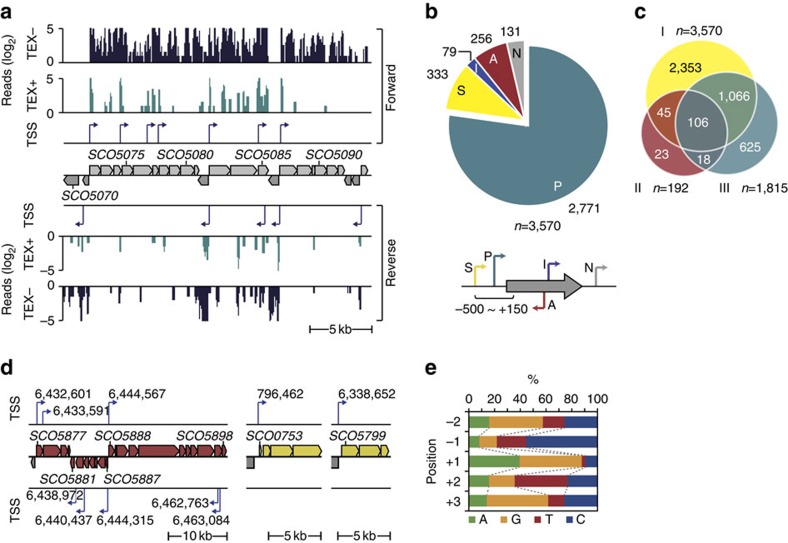
Determination of the transcriptional architecture of the *S. coelicolor* genome. (**a**) Example of a dRNA-seq profile mapped onto the *S. coelicolor* genome. For TSS determination, total RNA samples from 44 growth conditions were pooled and two sequencing libraries were constructed, one from TEX-treated (TEX+) and the other from untreated total RNA (TEX−); TEX, terminator-5′-phosphate-dependent exonuclease. The criteria for assigning TSS are detailed in the Methods. (**b**) A total of 3,570 TSSs were identified and classified according to their positions relative to adjacent open reading frames (ORFs). TSSs located from 500 bp upstream to 150 bp downstream of the respective annotated start codon of each ORF were classified as the primary (P) or secondary (S). TSSs located within an annotated ORF or on the opposite strand were classified as internal (I) or antisense (A), respectively. TSSs not included in any of these categories were classified as intergenic (N). (**c**) Mapped TSSs in relation to those reported from previous studies. I, this study; II, ref. 16.; III, ref. 18. (**d**) TSSs associated with secondary metabolic gene clusters; prodiginine (left), bacteriocin (middle) and siderophore (right). (**e**) Proportion of each nucleotide at TSS (+1) and 2 nt upstream and downstream of the TSS.

**Figure 2:**
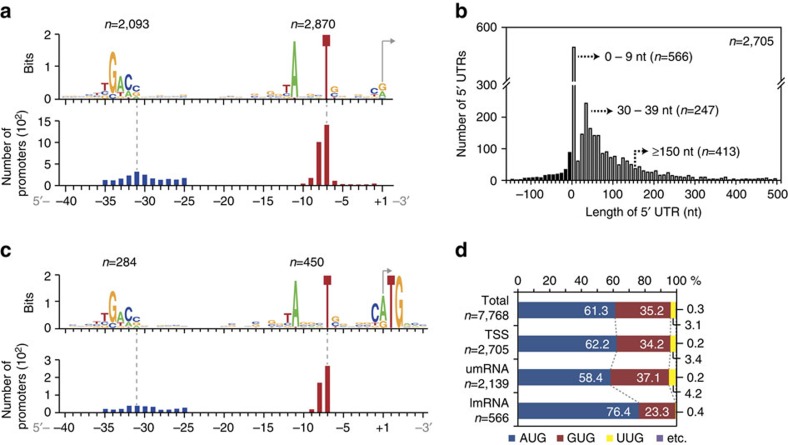
Genome-scale analysis of promoter sequences. (**a**) −10 motif (5′-TANNNT) and −35 motif (5′-NTGACC) were identified relative to TSS position (+1). The analysis showed three identical positions to the −10 motif of the *E. coli* promoter (that is, 5′-TATAAT) recognized by its housekeeping sigma factor (σ^70^). It has been suggested that the well-conserved TTG motif commonly found in the 5′ half of the *E. coli* −35 motif (that is, TTGACA) is located in the 5′ half of the *S. coelicolor* −35 motif^38^. Although *S. coelicolor* has a lower level of conservation of the TTG motif this analysis clearly identifies the motif at the same position. The bottom panel shows the position distribution of the −10 motif (red) and −35 motif (blue) relative to the TSS. (**b**) Distribution of 5′-UTR lengths reveals a dual peak distribution at 30–39 nt and 0–9 nt; the latter group are considered to produce leaderless mRNAs (lmRNAs). (**c**) The same −10 and −35 consensus sequences are observed upstream of lmRNAs. The motif around the TSS (+1) is also indicated. The third motif found at the +1 position clearly shows the translation initiation codon, indicating that lmRNAs are translated without 5′-UTR-mediated recognition. (**d**) Start codon usage of all open reading frames (ORFs; Total), primary TSS-identified ORFs (TSS), 5′-UTR-associated genes (umRNA) and leaderless genes (lmRNA).

**Figure 3:**
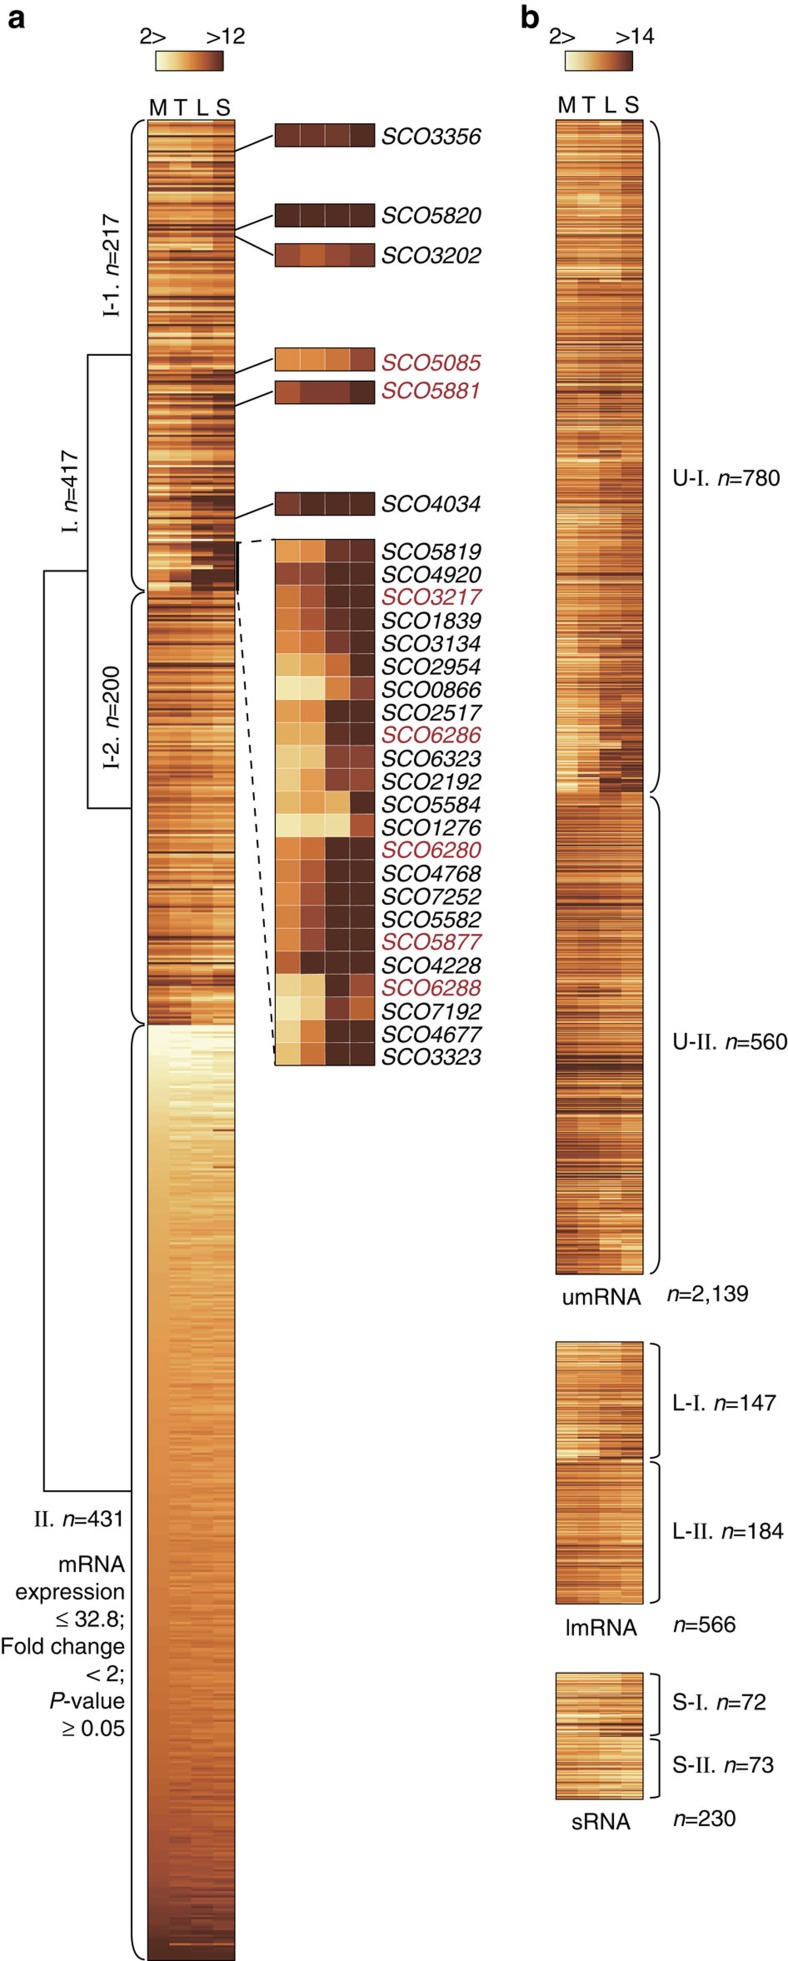
Transcriptome dynamics at different growth phases. (**a**) All transcriptional regulatory genes are clustered by their expression patterns where almost half of the regulatory genes are differentially expressed at different growth phases (Ι), whereas the other half showed no changes, or expression levels lower than the cutoff (ΙΙ). Bold black letters indicate sigma factors, and bold red letters indicate regulators of secondary metabolic gene clusters. (**b**) Differential expression of umRNAs, lmRNAs and sRNAs at different growth phases. Clusters are labelled U-I, U-II, L-I, L-II, S-I and S-II and the genes comprising each cluster are listed in Supplementary Data 6. M, mid-exponential phase; T, transition phase; L, late exponential phase; S, stationary phase.

**Figure 4:**
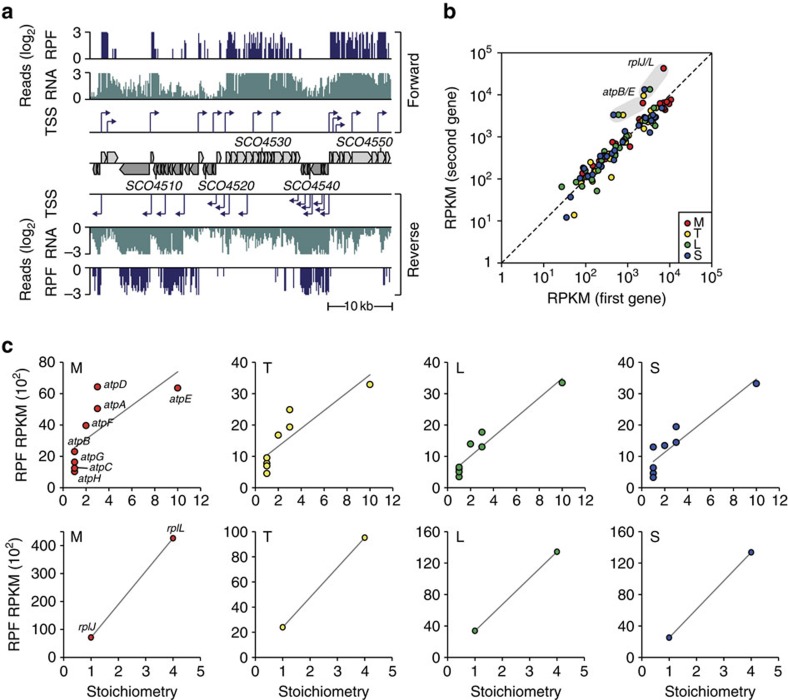
Determination of the translatome of *S. coelicolor*. (**a**) An example of visualization of transcription start sites (TSS), mRNA expression profiles (RNA) and ribosome-protected fragment profiles (RPF) at genomic region between 4,924,959 and 4,969,730. (**b**) RPF read data for the first and the second gene in the operon were compared at four growth phases: M, mid-exponential phase; T, transition phase; L, late exponential phase; S, stationary phase. (**c**) RPF data for ribosomal proteins RplJ and RplL (stoichiometry=1:4) and ATP synthase operon encoding AtpB, AtpE, AtpF, AtpH, AtpA, AtpG, AtpD and AtpC (stoichiometry=1:10:2:1:3:1:3:1) show proportional relationships with their subunit stoichiometry.

**Figure 5:**
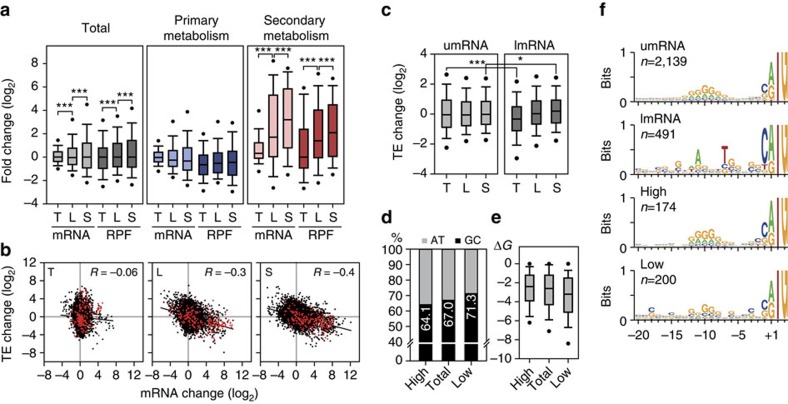
Translational buffering revealed by comparison of changes in mRNA and ribosome-protected fragment abundances. (**a**) Distribution of mRNA fold-change and RPF fold-change of total genes, primary metabolic genes and secondary metabolic genes; ***P<0.001 (Wilcoxon signed-rank test); T, fold-change between mid-exponential and transition phases; L, fold-change between mid- and late exponential phases; S, fold-change between mid-exponential and stationary phases. (**b**) Negative correlation between changes in mRNA levels and translational efficiency (TE) becomes higher at later growth phases. Red dots indicate secondary metabolic genes. (**c**) TE change distributions of umRNAs and lmRNAs across growth phases. *P<0.05; ***P<0.001 (Wilcoxon rank-sum test). (**d**) G+C content of translation initiation regions (TIR: 20 nt sequence upstream of start codon); high, genes with high TE (upper 20%); total, all coding sequences; low, genes with low TE (lower 20%). (**e**) Correlation between free energy of TIR and TE. (**f**) Conserved ribosome-binding sequences for umRNAs were observed at 8–12 bp upstream region of start codon; lmRNAs, 5′-UTR length=0. TIR of genes with high TE (High) shows more conserved polypurine (G>A) motif than genes with low TE (Low).

**Figure 6:**
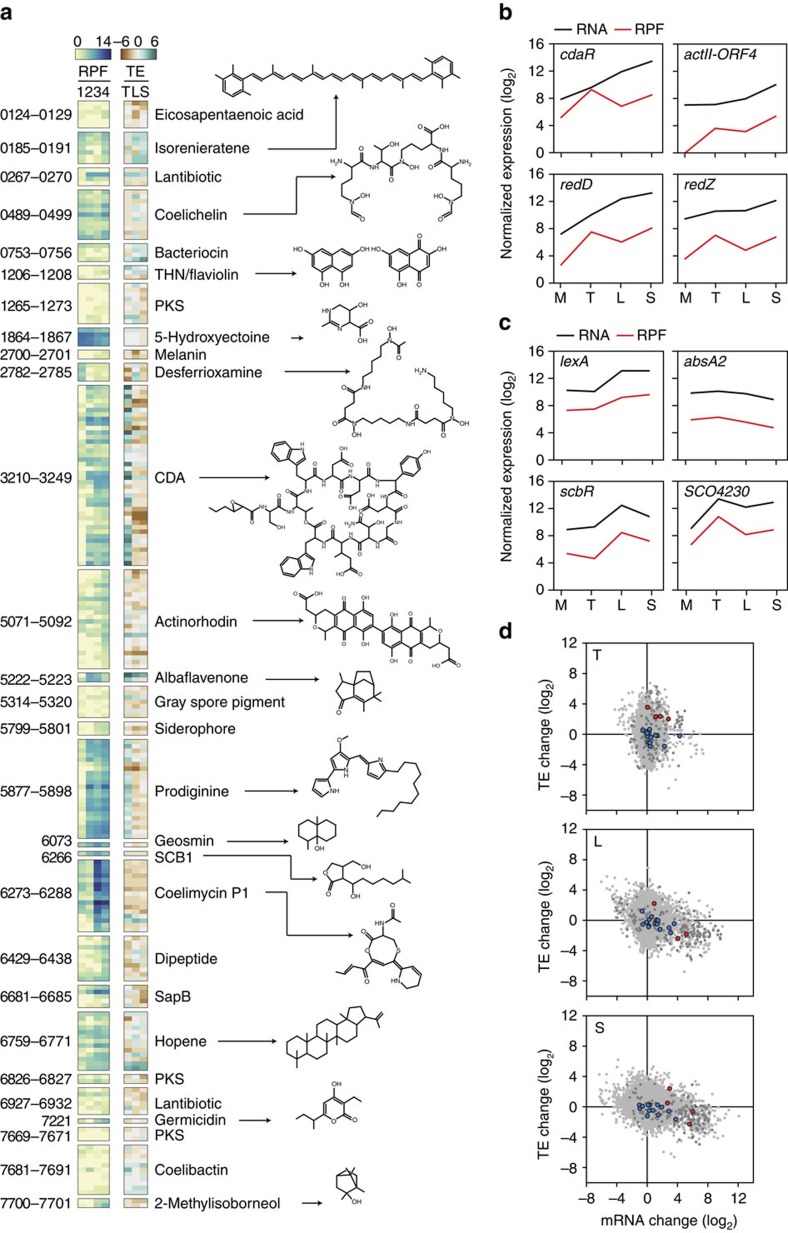
Translational landscape of secondary metabolic genes. (**a**) Ribosome-protected fragment (RPF) levels and translation efficiency (TE) fold-changes of the 221 known secondary metabolic genes in *S. coelicolor*. Leftmost numbers are the SCO gene numbers for each gene cluster. The respective known chemical structures are indicated for each secondary metabolite structure. 1, Mid-exponential phase; 2, transition phase; 3, late exponential phase; 4, stationary phase; T, fold-change between mid-exponential and transition phases; L, fold-change between mid- and late exponential phases; S, fold-change between mid-exponential and stationary phases. (**b**) mRNA and RPF levels of cluster-situated regulator-encoding transcripts for SCO3217 (CdaR), SCO5085 (ActΙΙ-ORF4), SCO5877 (RedD) and SCO5881 (RedZ) across the four growth phases. (**c**) mRNA and RPF levels of transcripts for SCO5803 (LexA), SCO3226 (AbsA2), SCO6265 (ScbR) and SCO4230, which represent other regulators of secondary metabolism. (**d**) Changes in mRNA level and TE. Red dots indicate genes encoding the cluster-situated regulators CdaR, ActΙΙ-ORF4, RedD and RedZ. Blue dots indicate other known regulators of secondary metabolism: SCO2792 (AdpA), SCO5803 (LexA), SCO3226 (AbsA2), SCO5231, SCO3063, SCO4907 (AfsQ1), SCO5260 (AtrA), SCO6008, SCO4159 (GlnR), SCO0310, SCO3932, SCO5405, SCO6265 (ScbR) and SCO4230 (PhoP). Grey dots and dark grey dots indicate, respectively, all genes and secondary metabolic genes. T, fold-change between mid-exponential and transition phases; L, fold-change between mid- and late exponential phases; S, fold-change between mid-exponential and stationary phases.

# Supplementary material for: The dynamic transcriptional and translational landscape of the model antibiotic producer Streptomyces coelicolor A3(2)
**Source:** Nat Commun. 2016 Jun 2;7:11605. doi: 10.1038/ncomms11605
**Supplement:** Supplementary Information — Supplementary Figures 1-22, Supplementary Tables 1-4, Supplementary References

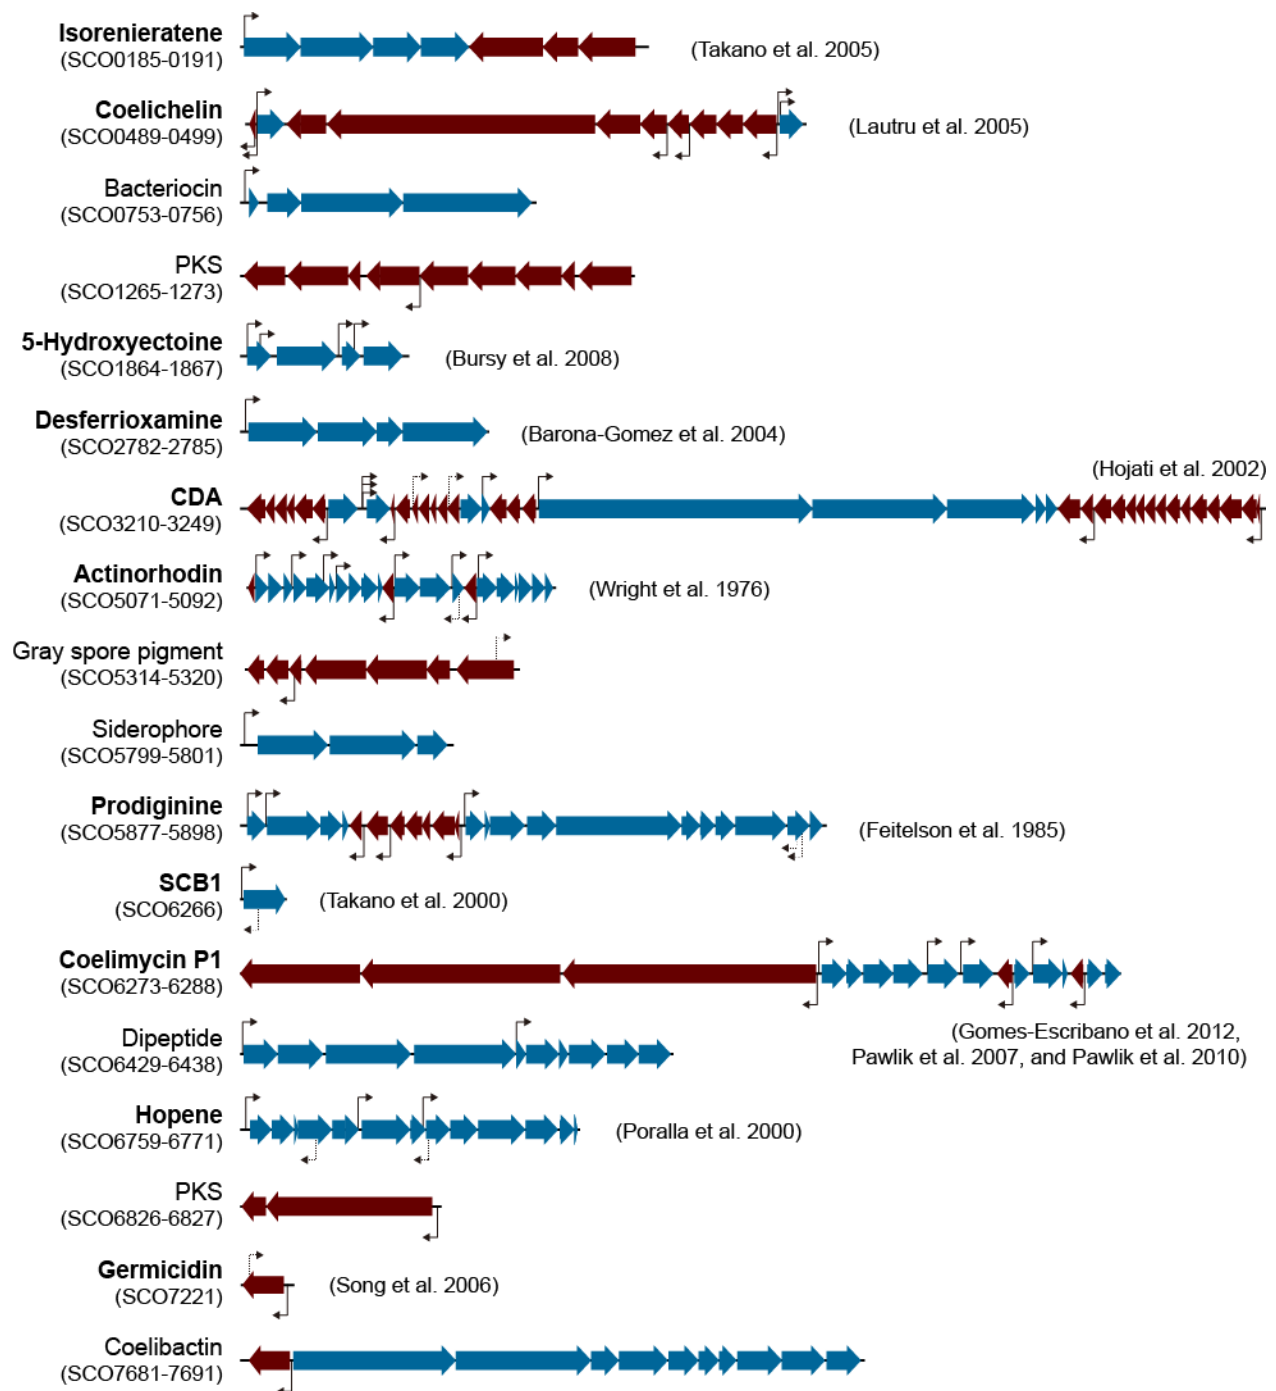

**Supplementary Figure 1. TSSs assigned to the secondary metabolic gene clusters.** Primary and secondary TSSs are indicated as solid lines and the others are indicated as dotted lines.

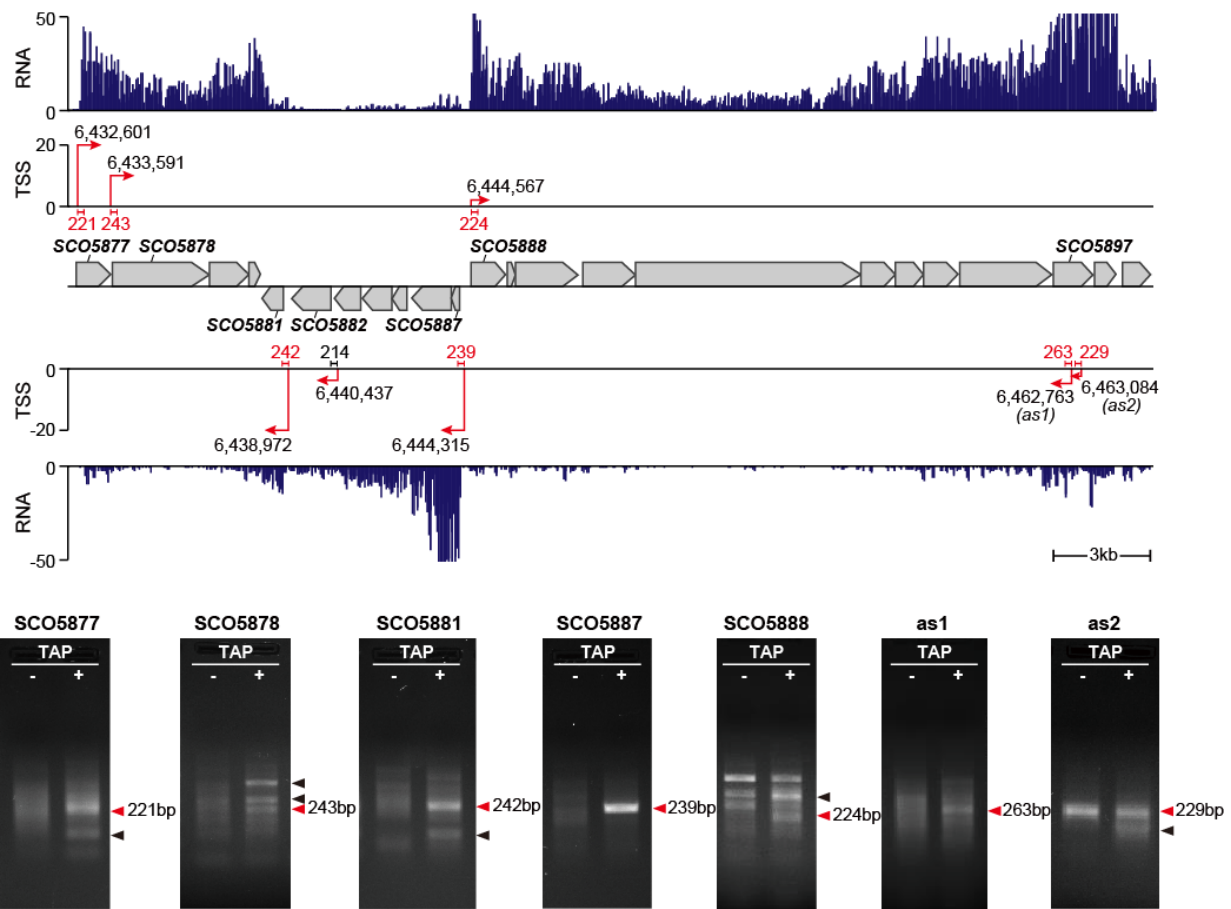

**Supplementary Figure 2. Targets of 5'-RACE in prodiginine clusters and 5'-RACE results.** 5'-RACE-based TSS mapping was used to confirm the identified TSSs in this study specifically for 8 TSSs (6 Primary and 2 Antisense) in the prodiginine cluster (**upper**). We designed specific primers to amplify 200 to 300 bp covering the downstream region of selected TSSs. As a result, seven out of eight TSSs showed bands of desired sizes for the prodiginine cluster (**lower**). We predicted that the reason why the TSS determined for SCO5882 was not confirmed by 5' RACE is that its expression is very low. Since the TSS prediction was done by pooling 44 different growth conditions, the TSS of SCO5882 gene might have been detected from a growth condition different from the one selected (liquid R5-). Additional bands (black arrows) indicate possible alternative start sites or unrelated primary transcripts detected by primer binding at other loci<sup>1</sup>.

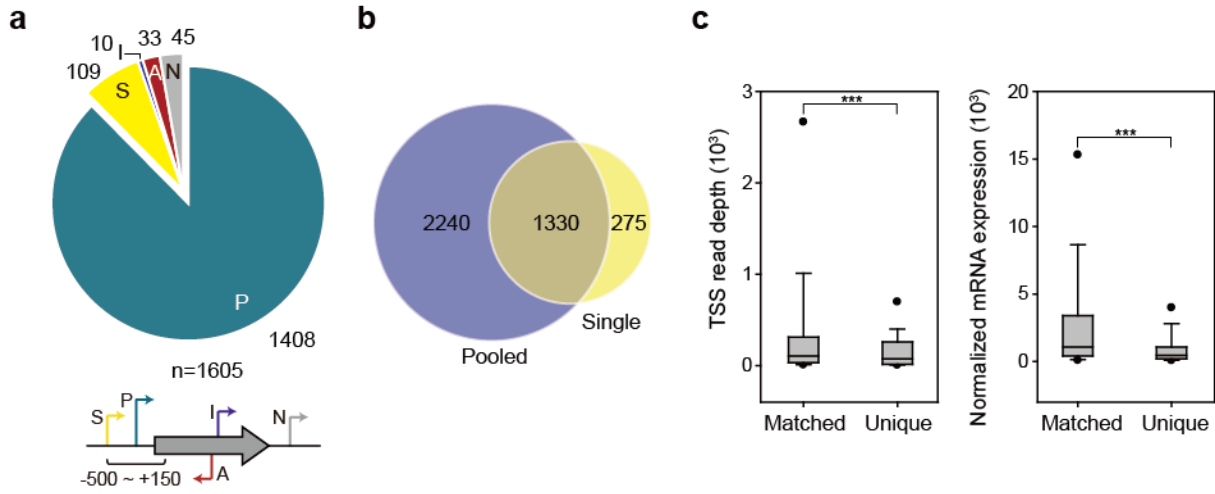

**Supplementary Figure 3. Independent dRNA-seq experiment results from a single mid-exponential phase culture.** We obtained 3,778,410 and 3,723,602 reads for TEX-treated (TEX+) and untreated (TEX-) samples, respectively. Among them, total mapped reads were 90% (3,418,653) for TEX+ sample and 93% (3,479,458) for TEX- sample, and uniquely mapped reads were 77% (2,923,347) for TEX+ sample and 89% (3,318,625) for TEX- sample. Average read lengths were 62.5 bp and 100.5 bp for TEX+ and TEX- samples, respectively. The data analysis, performed as that described in the **Methods**, resulted in the identification of 1,605 TSSs. **(a)** Categorization of TSSs identified in single condition sample. **(b)** Comparison between TSSs from pooled sample and single condition sample. The results overlapped in 83% of the mapped TSS within 10 bp, indicating high reproducibility between single and pooled libraries. **(c)** TSS read depth and normalized mRNA expression distribution found in both pooled and single condition samples (**Matched**) and TSSs only found in single condition sample (**Unique**). The 17% (275) TSSs that did not correlate with TSSs described in the manuscript were examined further. Among these 275 TSSs, 143 were represented only in TEX- library suggesting that the transcripts may be degraded by TEX enzyme; the remaining 132 unique TSSs that were not found in both TEX+ and TEX- samples described in the manuscript have relatively low read depths and mRNA expression levels compared to 1,330 matched TSSs. We suggest that the signals of the 132 unique TSSs were underrepresented in pooled library because of their low expression levels (potentially diluted considerably within the pool of 44 RNA samples, particularly if these TSS are specific to mid-exponential growth phase). \*\*\*, Wilcoxon rank-sum test  $p$ -value  $< 0.001$ .

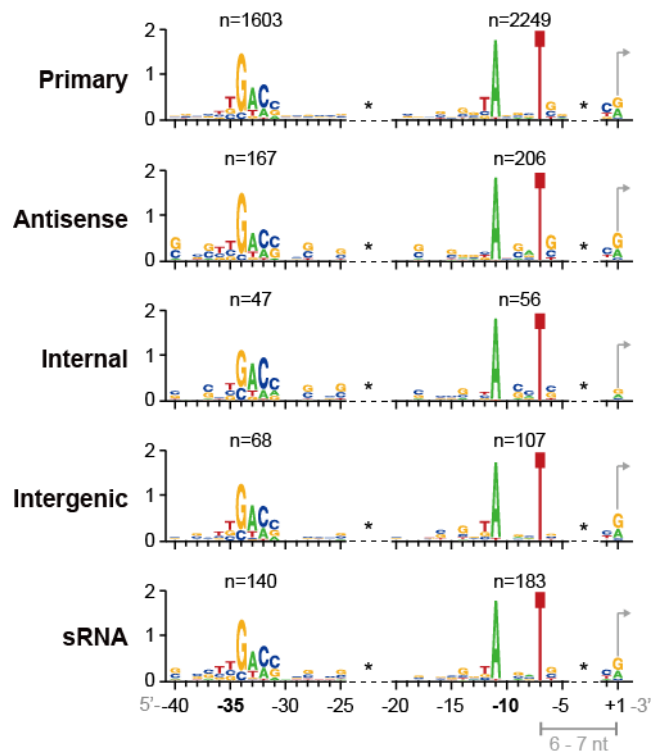

**Supplementary Figure 4. Conserved –10 and –35 motifs promoter motifs observed for each class of TSS.** An evaluation of the sequence conservation of promoter elements from each class of TSSs resulted in the identification of the same –10 motif from 70.9% of internal TSSs, 80.5% of antisense TSSs, and 81.7% of intergenic TSSs.

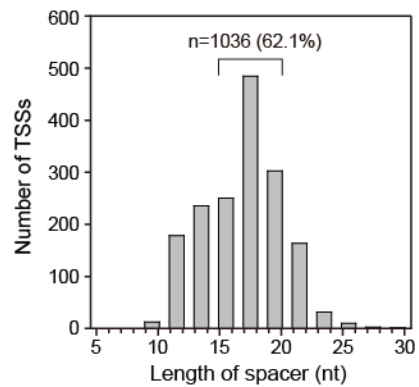

**Supplementary Figure 5. Distance between the –10 and –35 motifs.** The promoters with identified –10 and –35 consensus regions were grouped on the basis of spacer length, resulting in 62.1% (1,036 out of 1,667) of them having the spacers between 15 to 20 nt. The mean spacer length is 17.2 nt, which is similar to typical *E. coli* promoters recognized by housekeeping  $\sigma$ -factor (the optimal spacer length:  $17 \pm 1$  nt).

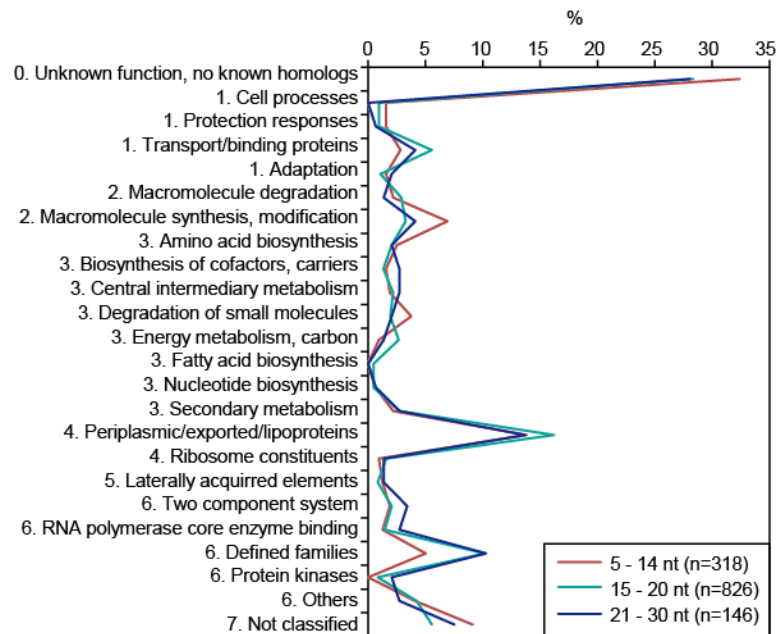

**Supplementary Figure 6. Functional classification according to the distance between the -10 and -35 motifs.** Genes were grouped by their length of spacers, and all three groups comprised similar functional categories; **0**, Unknown function, no known homologs; **1**, Cell processes; **2**, Macromolecule metabolism; **3**, Metabolism of small molecules; **4**, Cell envelope; **5**, Extrachromosomal; **6**, Regulation; **7**, Not classified (including putative assignments). Regardless of their lengths, all spacers are associated with genes of a variety of cellular functions including secondary metabolic functions.

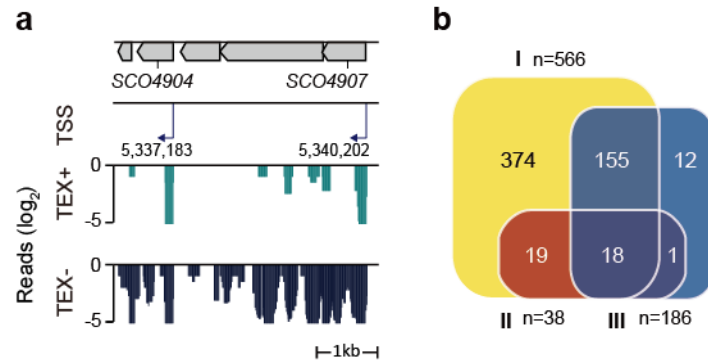

**Supplementary Figure 7. Leaderless transcripts.** (a) An example of dRNA-seq profile of ImRNAs (SCO4904 and SCO4907). (b) Comparison between ImRNAs identified in this study and previous studies. Most previously identified ImRNAs (192 out of 205) were among the ImRNAs reported in this study. I, this study; II, Ref.<sup>2</sup>; III, Ref.<sup>3</sup>.

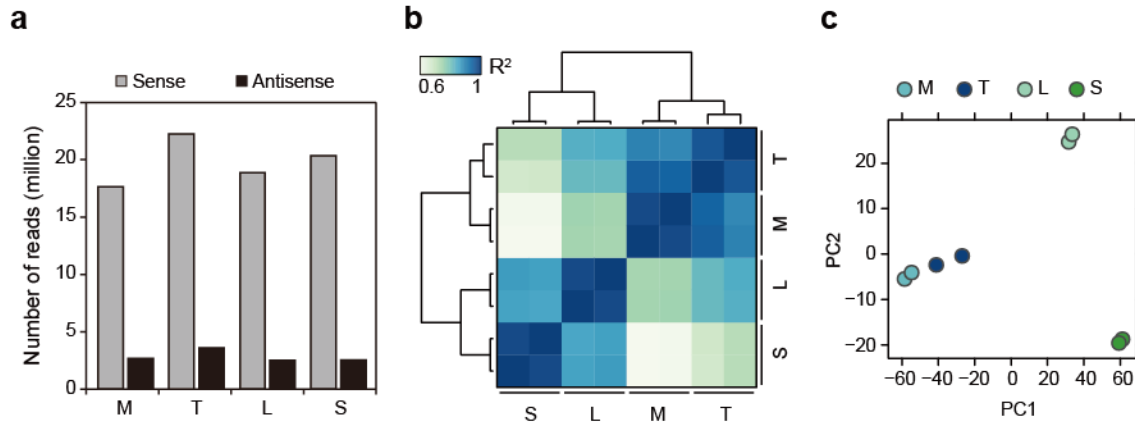

**Supplementary Figure 8. Quality of ssRNA-seq data.** (a) To test strand-specificity of the mapped reads against the current annotation, we calculated the ratio between fractions of reads mapped to the sense and antisense strands of the CDS regions. Only 14% of the reads mapped to the antisense strand, indicating that the dUTP –based method worked efficiently for *S. coelicolor*. **M**, mid exponential phase; **T**, transition phase; **L**, late exponential phase; **S**, stationary phase. (b) The ssRNA-seq results were highly reproducible ( $R^2 \geq 0.96$ ). (c) PCA analysis indicated the ssRNA-seq data could be summarized by two principal components, accounting for almost 94% of the total variability. It resulted in four distinct clusters based on the four growth phases.

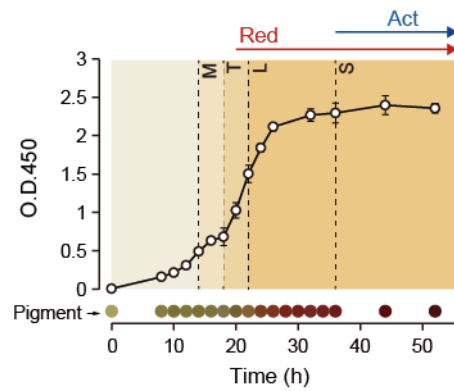

**Supplementary Figure 9. Growth curve of *S. coelicolor* grown in R5- medium.**

RNA samples were obtained at mid-exponential (M), transition (T), late exponential (L), and stationary (S) phase. Red and blue arrows indicate the onset of production of prodiginine (Red) and actinorhodin (Act), respectively. The synthesis of pigments was represented by the changes in colour of medium.

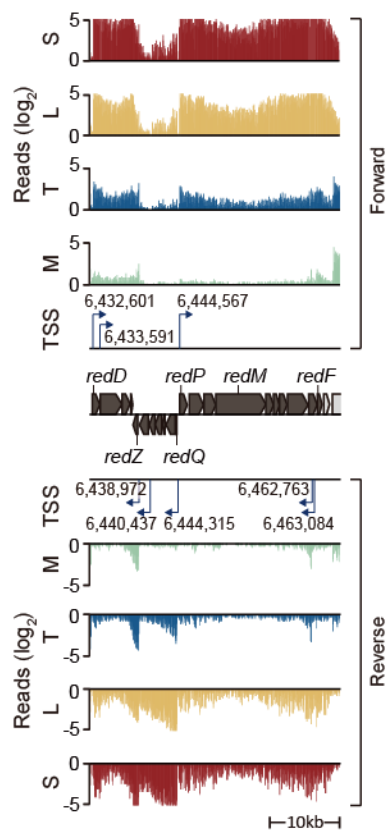

**Supplementary Figure 10. Differential expression pattern of prodiginine gene cluster across different growth phases.** M, mid-exponential phase; T, transition phase; L, late exponential phase; S, stationary phase.

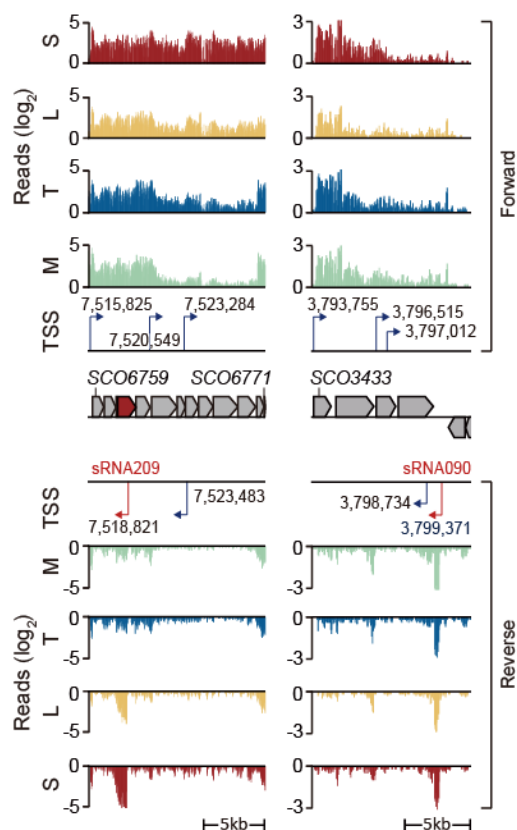

**Supplementary Figure 11. Examples of potential antisense sRNAs: sRNA209 and intergenic sRNA090.** Transcription of sRNA209 was significantly increased at late exponential and stationary growth phases. Interestingly, the SCO6762 in the sense strand encodes the phytoene dehydrogenase in the hopanoid biosynthetic gene cluster, which has been proposed to direct the synthesis of both hopene and the related aminotrihydroxybacteriohopane<sup>4</sup>. In addition, it has been suggested that sRNA209 may regulate gene expression of SCO6762 which in turn could modulate the synthesis of the hopanoid compounds<sup>5</sup>. However, in the gene cluster (SCO6759-SCO6771), the first five genes (SCO6759-SCO6763) showed constant expression levels across all growth phases, whereas the following eight genes (SCO6764-SCO6771) were strongly activated at the stationary growth phase. Furthermore, there are two transcription units transcribed from two TSSs (7,515,825 and 7,520,549) in front of SCO6759 and SCO6764, respectively, suggesting that sRNA209 may have a role in the regulation of the second part of the gene cluster. In contrast, sRNA090 between SCO3436 and SCO3437 showed constant expression levels across the growth phases suggesting that sRNA090 may act as a trans-acting regulatory sRNA. **M**, mid-exponential phase; **T**, transition phase; **L**, late exponential phase; **S**, stationary phase.

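Relative to mid-exponential phase, the median log2 mRNA change of SCO6759 to SCO6763 was −0.55 at transition, −0.20 at late exponential and −0.18 at stationary phase, and none of the 5 genes rose 2-fold. For SCO6764 to SCO6771 it was 0.72, 1.15 and 2.28, and 6 of the 8 genes rose at least 2-fold at stationary phase. The TSS at position 7515825 had 428 reads and lies 192 nt upstream of the start codon of SCO6759, and that at 7520549 had 6 reads and lies 167 nt upstream of SCO6764. From this difference, the paper proposes a role of sRNA209 in regulating the second part of the cluster.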

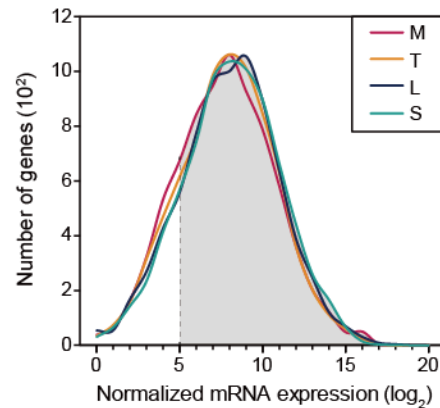

**Supplementary Figure 12. Distribution of mRNA transcript levels at each growth phase.** Due to the high sensitivity of the ssRNA-seq method transcripts were detected for most genes; proportion of transcribed genes having sequence reads of  $>2$  was approximately 99%. Even though the sequence reads were filtered through the quality-processing step, we anticipate that the estimate of transcribed genes contains false positives. To estimate the numbers of transcripts present at biologically relevant expression levels, we assumed that the normalized expression levels of the secondary metabolic genes (221 genes in total) are minimal at the mid-exponential growth phase<sup>4</sup>. Using the expression levels of these genes as cut-off value (median = 32.8; indicated as dotted line), we scored 85% genes (6,693 in total from all four-time points) as having expression levels above the cut-off value. **M**, mid-exponential phase; **T**, transition phase; **L**, late exponential phase; **S**, stationary phase.

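In the deposited tables, 85.8% of the genes listed had a value above the cutoff in at least 1 phase, and 5429 genes had one in every phase. Of the secondary metabolic genes, 111 were above it at mid-exponential and 189 at stationary phase.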

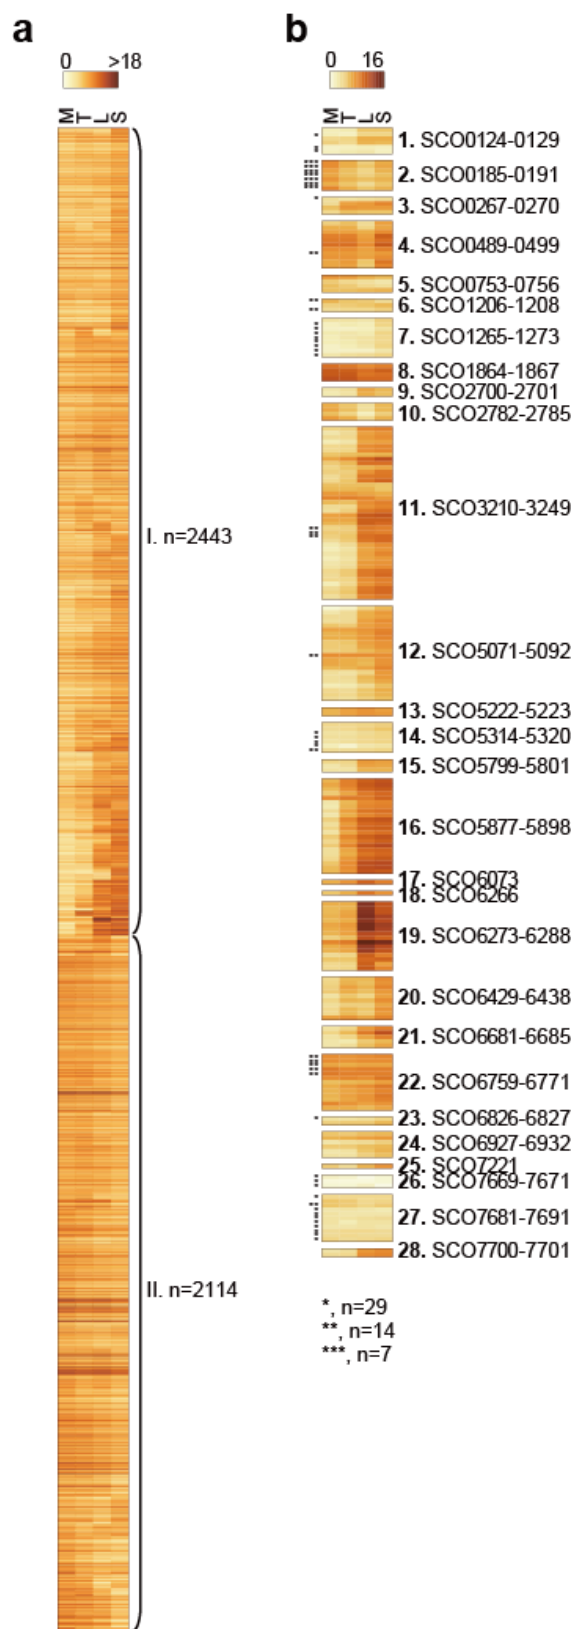

### Supplementary Figure 13. Transcriptome dynamics across growth phases.

(a) Hierarchical clustering analysis generated two large expression clusters, in which 2,445 and 2,113 genes were induced or repressed between the growth phases. Transcription of ~1,000 genes was significantly induced or repressed at the transition growth phase whereas more than 4,000 genes were altered under the late exponential or stationary growth phases.

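Counted without a test, 1021 genes above the cutoff in any phase differed at least 2-fold from mid-exponential phase at transition phase, and 3927 at late exponential or stationary phase.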

(b) Among the 221 genes in the 28 annotated secondary metabolic gene clusters of *S. coelicolor*, 171 were induced at the transition, late exponential or stationary growth phase. For example, the genes in the prodiginine (SCO5877-SCO5898) and CDA (SCO3210-SCO3249) biosynthetic pathways were mostly activated at the late exponential growth phase. In contrast, the actinorhodin biosynthetic pathway genes (SCO5071-SCO5092) were expressed later at the stationary growth phase, consistent with the appearance of the pigments.

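In the deposited values, 162 of these genes were at least 2-fold higher than at mid-exponential phase at 1 or more later phases, 149 of them among the genes above the cutoff. At least 2-fold lower values were found for 34 genes.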

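In the CDA cluster the median mRNA value was 24.9 at mid-exponential, 47.0 at transition, 712 at late exponential and 1099 at stationary phase. In the actinorhodin cluster it was 36.1, 34.5, 155 and 474, and the median log2 step was 1.58 from transition to late exponential and 1.22 from late exponential to stationary phase.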

**M**, mid-exponential phase; **T**, transition phase; **L**, late exponential phase; **S**, stationary phase; \*, expression  $\leq 32.8$  reads cut-off; \*\*, fold-change  $< 2$ ; \*\*\*, p-value  $\geq 0.05$  (DESeq); Secondary metabolite clusters: 1, Eicosapentaenoic acid; 2, Isorenieratene; 3, Lantibiotic; 4, Coelichelin; 5, Bacteriocin; 6, THN/flaviolin; 7, PKS; 8, 5-Hydroxyectoine; 9, Melanin; 10, Desferrioxamine; 11, CDA; 12, Actinorhodin; 13, Albaflavenone; 14, Gray spore pigment; 15, Siderophore; 16, Prodiginine; 17, Geosmin; 18, SCB1; 19, Coelimycin P1; 20, Dipeptide; 21, SapB; 22, Hopene; 23, PKS; 24, Lantibiotic; 25, Germicidin; 26, PKS; 27, Coelibactin; 28, 2-Methylisoborneol.

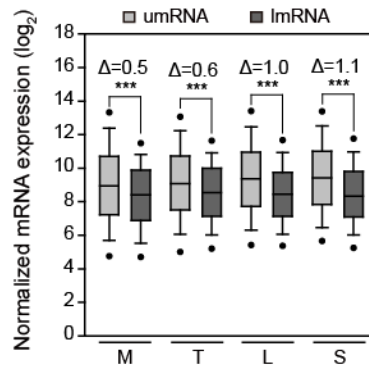

**Supplementary Figure 14. Distribution of mRNA transcript levels of umRNAs and lmRNAs at each growth phase.** Median value of lmRNA levels was lower than median value of umRNA expression levels; \*\*\*,  $p < 0.001$  (Wilcoxon rank-sum test). The differences between median values of lmRNAs and umRNAs at each growth phase are indicated. **M**, mid-exponential phase; **T**, transition phase; **L**, late exponential phase; **S**, stationary phase.

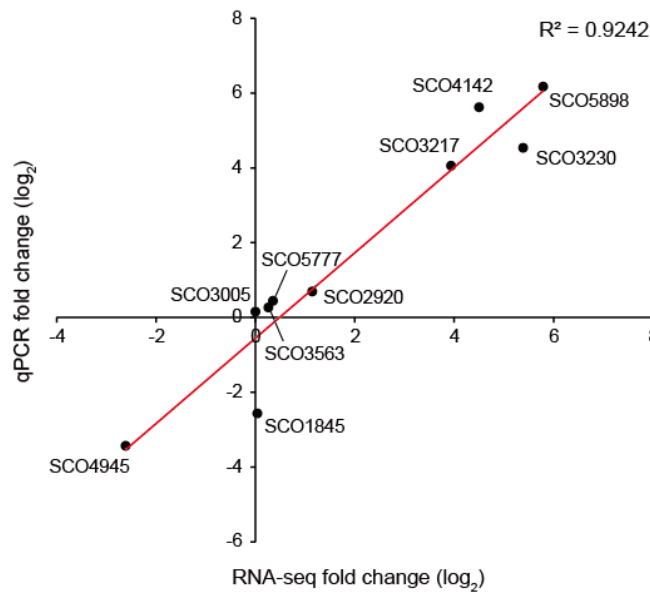

**Supplementary Figure 15. Comparison between fold-changes from ssRNA-seq and qPCR.** To show that the changes in mRNA expression levels are reproducible, we performed qPCR on a few target genes which have various fold changes between mid- and late exponential phase. qPCR was performed using RNA samples extracted from cultures grown to the same time point (mid- and late exponential phase) as described in the **Methods**. The SuperScript III reverse transcriptase (Invitrogen) was used to first synthesize cDNAs and SYBR Green I Nucleic Acid Gel Stain (Invitrogen) was used to measure the different expression level of these genes. The expression fold changes from qPCR were calculated from the Ct values. The comparison of the ssRNA-seq analysis and qPCR results showed a R<sup>2</sup> value of 0.92, suggesting that our results are highly genuine and reproducible.

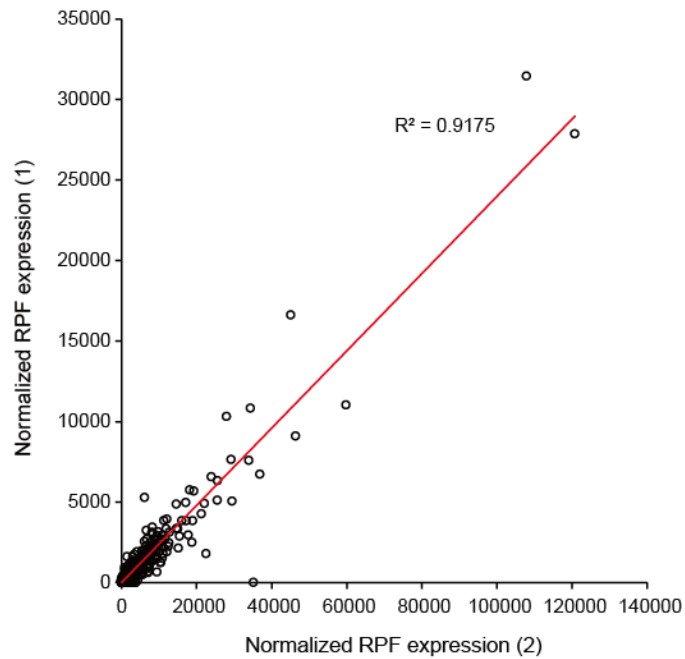

**Supplementary Figure 16. Reproducibility of Ribo-seq results.** To confirm the reproducibility of the Ribo-seq data, we performed another Ribo-seq experiment using RNA samples extracted from mid-exponential phase using the same method as that described in the **Methods**. The comparison of this data (2) with the previous data described in the main text (1) resulted in a coefficient of determination ( $R^2$ ) value of 0.92 suggesting the results are highly reproducible.

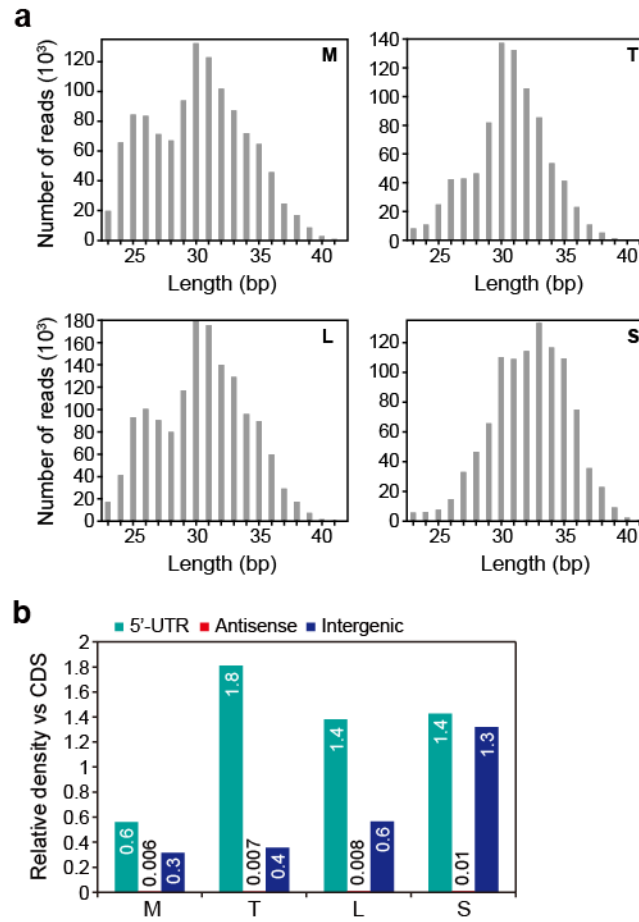

**Supplementary Figure 17. Quality control results of Ribo-seq.** (a) Read length distribution. (b) Density of Ribo-seq reads on 5' UTR, antisense, intergenic region relative to the CDS region. To compare the density of mapped reads between CDS, 5' UTR, antisense, and intergenic region, total mapped reads were counted for each part, and the read counts were divided by total length of each part. Then, the calculated read densities of 5' UTR, antisense, and intergenic region were divided by the read density of CDS. 5' UTR read density is highest at every growth phases except mid-exponential phase, where CDS read density is the highest. Interestingly, the read density in intergenic region markedly increased at stationary phase. **M**, mid-exponential phase; **T**, transition phase; **L**, late exponential phase; **S**, stationary phase.

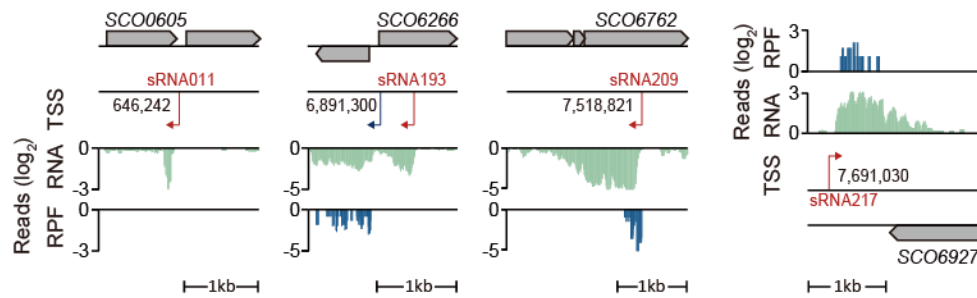

**Supplementary Figure 18. Examples of potential antisense sRNAs (sRNA193 and sRNA209) and intergenic sRNAs (sRNA011 and sRNA217). Notably, sRNA209 and sRNA217 yield RPF profiles indicating that they are translated.**

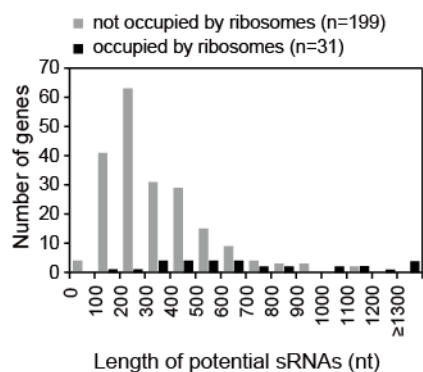

**Supplementary Figure 19. Length distribution of ribosome-occupied ‘sRNAs’ and the other sRNAs.** The longer sRNAs showed a higher frequency of ribosome occupancy.

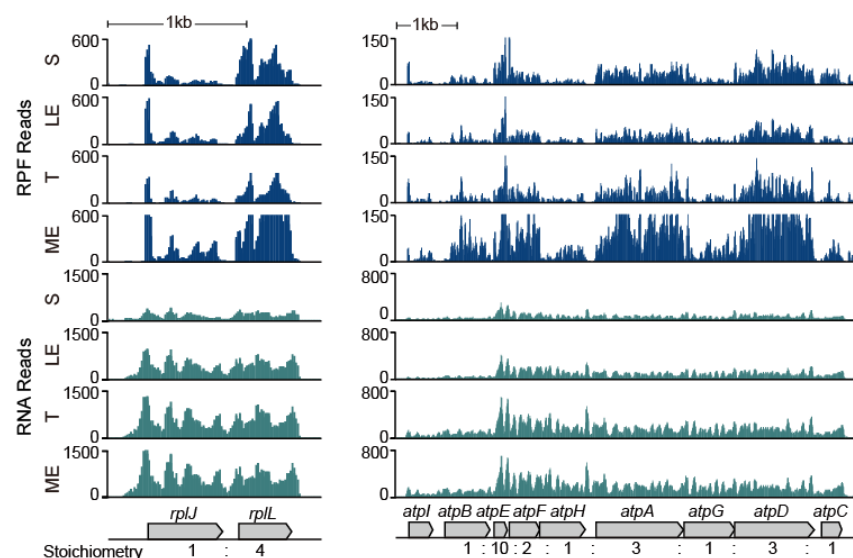

**Supplementary Figure 20. Correlation between RPF levels and stoichiometry of subunits within protein complexes.** RPF data for *rplJL* operon and ATP synthase operon show proportional relationships with their subunit stoichiometry whereas mRNA levels did not reflect this proportionality.

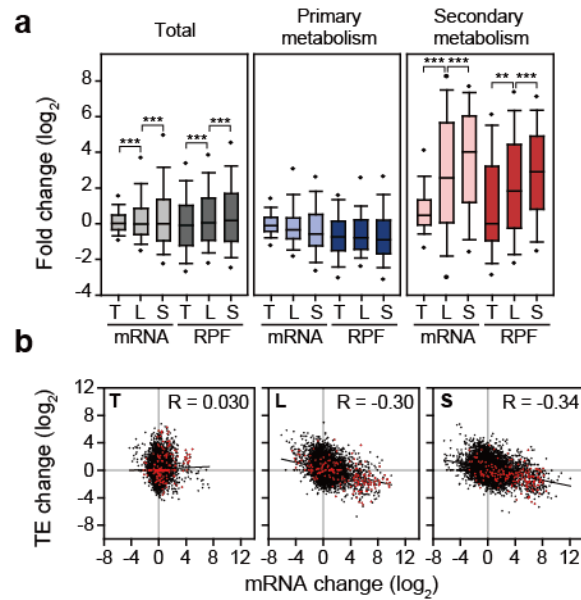

**Supplementary Figure 21. Global analysis of mRNA, RPF and TE fold-change after using threshold cutoff** (to remove low level ssRNA-seq and RPF expression values). The cutoff criterion for mRNA expression ( $\approx 32.8$ ) is described in legend to **Supplementary Fig. 10**. Same criterion was applied for cutoff value of RPF expression ( $\approx 1.8$ ). **(a)** Distribution of mRNA fold-change and RPF fold-change of total genes, primary metabolic genes, and secondary metabolic genes; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$  (Wilcoxon signed-rank test); **T**, fold-change between mid-exponential and transition phases; **L**, fold-change between mid- and late exponential phases; **S**, fold-change between mid-exponential and stationary phases. **(b)** Negative correlation between changes in mRNA levels and translational efficiency (TE) becomes higher at later growth phases. Red dots indicate secondary metabolic genes.

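With both cutoffs applied at the 2 phases compared, Pearson's r between the log2 mRNA change and the log2 TE change across genes was −0.010 at transition, −0.299 at late exponential and −0.337 at stationary phase. The width of the RPF changes between the 10 and 90 percentiles was then 3.68, 3.63 and 4.23, and that of mRNA 1.65, 2.82 and 4.01.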

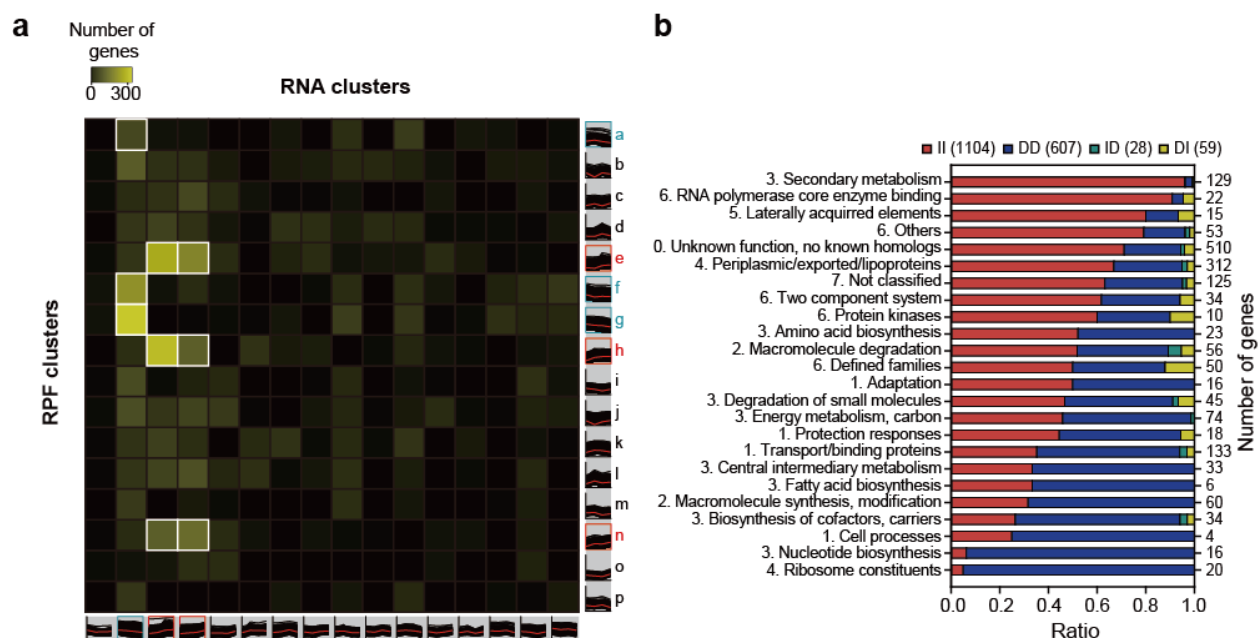

**Supplementary Figure 22. Genes are clustered according to the expression patterns of mRNA (RNA; 1 – 16) or RPF (RPF; a – p).** (a) The combination of RNA and RPF groups (16 x 16) generates 256 groups, and the number of genes included in each group is presented as a heatmap. Expression patterns of each group are plotted below (**RNA**) or to the right side (**RPF**) of the heatmap. Red boxes indicate increasing patterns, and blue boxes indicate decreasing patterns. To examine the groups having similar patterns of mRNA and RPF abundances, we designated the group for mRNA-increasing and RPF-increasing over time as **II**, and that for mRNA-decreasing and RPF-decreasing as the **DD** group. Some genes showed an anti-correlation between mRNA transcript and RPF levels: mRNA-increasing and RPF-decreasing (**ID**) group and mRNA-decreasing and RPF-increasing (**DI**) group. White boxes in the heatmap indicate **II** or **DD** groups. (b) Genes in each group (**II**, **DD**, **ID** and **DI**) were categorized into functional groups using the functional classification system from the Sanger Institute database. Rightmost numbers indicate the number of genes in each category. The **II** group comprised many genes in secondary metabolism along with genes related to regulation such as RNAP core enzyme binding and other transcription factors. The major categories in the **DD** group are related with cell growth, including nucleotide biosynthesis and ribosome constituents. As expected, these results showed that cells at stationary phase slow down cell division and the synthesis of most proteins. **0**, Unknown function, no known homologs; **1**, Cell processes; **2**, Macromolecule metabolism; **3**, Metabolism of small molecules; **4**, Cell envelope; **5**, Extrachromosomal; **6**, Regulation; **7**, Not classified (including putative assignments).

**Supplementary Table 1. The 44 different growth conditions used for preparing a pooled RNA sample for comprehensive TSS mapping (dRNA-seq).**

| <b>Condition<sup>a</sup></b> | <b>Growth description</b>                                                                                   |
|------------------------------|-------------------------------------------------------------------------------------------------------------|
| Liquid ME                    | Growth in liquid R5- medium to OD450 0.8.                                                                   |
| Liquid T                     | Growth in liquid R5- medium to OD450 1.7.                                                                   |
| Liquid LE                    | Growth in liquid R5- medium to OD450 2.2.                                                                   |
| Liquid S                     | Growth in liquid R5- medium to OD450 2.2, followed by a further 12 hours growth.                            |
| Solid E                      | Growth on surface of SMMS agar medium to 27.6 mg dry weight ('mid-exponential' / rapid growth phase)        |
| Solid T                      | Growth on surface of SMMS agar medium to 34.0 mg dry weight (transition phase)                              |
| Solid S                      | Growth on surface of SMMS agar medium to 49.0 mg dry weight (stationary phase)                              |
| Nutrient combination 1       | Growth in minimal medium supplemented with 1% glucose and 0.05% ammonium chloride to OD450 0.8.             |
| Nutrient combination 2       | Growth in minimal medium supplemented with 1% glucose and 0.05% asparagine to OD450 0.8.                    |
| Nutrient combination 3       | Growth in minimal medium supplemented with 1% glucose and 0.05% serine to OD450 0.8.                        |
| Nutrient combination 4       | Growth in minimal medium supplemented with 1% glucose and 0.05% leucine to OD450 0.8.                       |
| Nutrient combination 5       | Growth in minimal medium supplemented with 1% glucose and 0.05% glutamine to OD450 0.8.                     |
| Nutrient combination 6       | Growth in minimal medium supplemented with 1% glucose and 0.05% histidine to OD450 0.8.                     |
| Nutrient combination 7       | Growth in minimal medium supplemented with 1% glucose and 0.05% phenylalanine to OD450 0.8.                 |
| Nutrient combination 8       | Growth in minimal medium supplemented with 1% glucose and 0.05% casamino acids to OD450 0.8.                |
| Nutrient combination 9       | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% ammonium chloride to OD450 0.8. |
| Nutrient combination 10      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% asparagine to OD450 0.8.        |
| Nutrient combination 11      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% serine to OD450 0.8.            |
| Nutrient combination 12      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% leucine to OD450 0.8.           |
| Nutrient combination 13      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% glutamine to OD450 0.8.         |
| Nutrient combination 14      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% histidine to OD450 0.8.         |
| Nutrient combination 15      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% phenylalanine to OD450 0.8.     |
| Nutrient combination 16      | Growth in minimal medium supplemented with 1% N-acetylglucosamine and 0.05% casamino acids to OD450 0.8.    |
| Nutrient combination 17      | Growth in minimal medium supplemented with 1% glycerol and 0.05% ammonium chloride to OD450 0.8.            |
| Nutrient combination 18      | Growth in minimal medium supplemented with 1% glycerol and 0.05% asparagine to OD450 0.8.                   |

|                         |                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------|
| Nutrient combination 19 | Growth in minimal medium supplemented with 1% glycerol and 0.05% serine to OD450 0.8.                             |
| Nutrient combination 20 | Growth in minimal medium supplemented with 1% glycerol and 0.05% leucine to OD450 0.8.                            |
| Nutrient combination 21 | Growth in minimal medium supplemented with 1% glycerol and 0.05% glutamine to OD450 0.8.                          |
| Nutrient combination 22 | Growth in minimal medium supplemented with 1% glycerol and 0.05% histidine to OD450 0.8.                          |
| Nutrient combination 23 | Growth in minimal medium supplemented with 1% glycerol and 0.05% phenylalanine to OD450 0.8.                      |
| Nutrient combination 24 | Growth in minimal medium supplemented with 1% glycerol and 0.05% casamino acids to OD450 0.8.                     |
| Nutrient combination 25 | Growth in minimal medium supplemented with 1% maltose and 0.05% ammonium chloride to OD450 0.8.                   |
| Nutrient combination 26 | Growth in minimal medium supplemented with 1% maltose and 0.05% asparagine to OD450 0.8.                          |
| Nutrient combination 27 | Growth in minimal medium supplemented with 1% maltose and 0.05% serine to OD450 0.8.                              |
| Nutrient combination 28 | Growth in minimal medium supplemented with 1% maltose and 0.05% leucine to OD450 0.8.                             |
| Nutrient combination 29 | Growth in minimal medium supplemented with 1% maltose and 0.05% glutamine to OD450 0.8.                           |
| Nutrient combination 30 | Growth in minimal medium supplemented with 1% maltose and 0.05% histidine to OD450 0.8.                           |
| Nutrient combination 31 | Growth in minimal medium supplemented with 1% maltose and 0.05% phenylalanine to OD450 0.8.                       |
| Nutrient combination 32 | Growth in minimal medium supplemented with 1% maltose and 0.05% casamino acids to OD450 0.8.                      |
| NaCl shock              | Growth in minimal medium to OD450 0.8 at 30°, then addition of NaCl to a final concentration of 0.5M for 1 hour.  |
| Ethanol shock           | Growth in minimal medium to OD450 0.8 at 30°, then addition of ethanol to a final concentration of 1% for 1 hour. |
| Heat shock (42°C)       | Growth in minimal medium to OD450 0.8 at 30°, then transfer to 42° for 1 hour.                                    |
| Cold shock (12°C )      | Growth in minimal medium to OD450 0.8 at 30°, then transfer to 12° for 1 hour.                                    |
| SDS shock               | Growth in minimal medium to OD450 0.8 at 30°, then addition of SDS to a final concentration of 0.01% for 1 hour.  |

<sup>a</sup> The 44 growth conditions have been chosen to address different environments that are known to induce different gene expression pattern and different antibiotic production. Solid SMMS medium where cultures were grown to three different specific growth phases representing rapid (mid-exponential) growth, transition phase and stationary phase to capture the full developmental program of this bacterium. Note that *S. coelicolor* is known to undergo sporulation only when grown on solid media. The liquid media can be divided into three categories; complex media also used in ssRNA-seq and Ribo seq, different combinations of C source and N source that were used to induce different gene expression and extreme stress conditions such as ethanol, osmotic pressure, detergent (SDS), cold- and heat-shock conditions that were used to induce, for example, molecular chaperones and antibiotic production.

**Supplementary Table 2. The transcription start sites associated with gene clusters encoding known secondary metabolite biosynthetic pathways.**

| Secondary metabolite  | Start   | End     | Number of genes | This study | Romero et al. <sup>a</sup> | Vockenhuber et al. <sup>a</sup> |
|-----------------------|---------|---------|-----------------|------------|----------------------------|---------------------------------|
| Eicosapentaenoic acid | SCO0124 | SCO0129 | 6               | 0          | 0                          | 0                               |
| Isorenieratene        | SCO0185 | SCO0191 | 7               | 1          | 1/2                        | 0                               |
| Lantibiotic           | SCO0267 | SCO0270 | 4               | 0          | 0/1                        | 0                               |
| Coelichelin           | SCO0489 | SCO0499 | 11              | 8          | 0                          | 0                               |
| Bacteriocin           | SCO0753 | SCO0756 | 4               | 1          | 0                          | 0                               |
| THN/flaviolin         | SCO1206 | SCO1208 | 3               | 0          | 0                          | 0                               |
| PKS                   | SCO1265 | SCO1273 | 9               | 1          | 0                          | 0                               |
| 5-Hydroxyectoine      | SCO1864 | SCO1867 | 4               | 4          | 1/2                        | 0                               |
| Melanin               | SCO2700 | SCO2701 | 2               | 0          | 0                          | 0                               |
| Desferrioxamine       | SCO2782 | SCO2785 | 4               | 1          | 0                          | 0                               |
| CDA                   | SCO3210 | SCO3249 | 40              | 11         | 2/3                        | 1/1                             |
| Actinorhodin          | SCO5071 | SCO5092 | 22              | 10         | 4/4                        | 3/4                             |
| Albaflavenone         | SCO5222 | SCO5223 | 2               | 0          | 0                          | 0                               |
| Gray spore pigment    | SCO5314 | SCO5320 | 7               | 2          | 1/2                        | 0                               |
| Siderophore           | SCO5799 | SCO5801 | 3               | 1          | 0                          | 0                               |
| Prodiginine           | SCO5877 | SCO5898 | 22              | 8          | 2/3                        | 0                               |
| Geosmin               | SCO6073 |         | 1               | 0          | 0                          | 0                               |
| SCB1                  | SCO6266 |         | 1               | 2          | 1/1                        | 1/1                             |
| Coelimycin P1         | SCO6273 | SCO6288 | 16              | 7          | 1/2                        | 2/2                             |
| Dipeptide             | SCO6429 | SCO6438 | 10              | 2          | 0                          | 0                               |
| SapB                  | SCO6681 | SCO6685 | 5               | 0          | 0                          | 0                               |
| Hopene                | SCO6759 | SCO6771 | 13              | 5          | 2/2                        | 0                               |
| PKS                   | SCO6826 | SCO6827 | 2               | 1          | 0                          | 0                               |
| Lantibiotic           | SCO6927 | SCO6932 | 6               | 0          | 0                          | 0                               |
| Germicidin            | SCO7221 |         | 1               | 2          | 1/1                        | 0                               |
| PKS                   | SCO7669 | SCO7671 | 3               | 0          | 0                          | 0                               |
| Coelibactin           | SCO7681 | SCO7691 | 11              | 1          | 0                          | 0                               |
| 2-Methylisoborneol    | SCO7700 | SCO7701 | 2               | 0          | 0                          | 0                               |
| <b>Total</b>          |         |         | <b>221</b>      | <b>68</b>  | <b>16/23</b>               | <b>7/8</b>                      |

<sup>a</sup> TSSs matched with this study / TSSs identified in previous study

**Supplementary Table 3. Selected gene specific primers used for 5'-Rapid amplification of cDNA ends (RACE).**

| Gene                 | Primer sequence (5' to 3') | Product length (bp) |
|----------------------|----------------------------|---------------------|
| SCO5877              | GAAGTTGTACAGGCTGGGTC       | 221                 |
| SCO5878              | GACGATGGCGATGGGTTC         | 243                 |
| SCO5881              | TCCACCTGCACTTTCATGTC       | 242                 |
| SCO5887              | CGAGTCCATCTCCAGCTCTT       | 239                 |
| SCO5888              | GCCAGGTCGGAGGTGAG          | 224                 |
| SCO5897-antisense(1) | GGTGATCCCGGCGATGG          | 263                 |
| SCO5897-antisense(2) | CGGATCACCAACCACCG          | 229                 |

**Supplementary Table 4. Primers used for quantitative real-time PCR (qRT-PCR).**

| Gene    |         | Primer sequence (5' to 3') | Product length (bp) |
|---------|---------|----------------------------|---------------------|
| SCO1845 | Forward | CCAACACGATCTCCAAGGGT       | 101                 |
|         | Reverse | CCAGGTCAGGAGGTTCCA         |                     |
| SCO2920 | Forward | CCCAGCCCGGACAAGA           | 100                 |
|         | Reverse | CGGATATGACCTGCTTGAGG       |                     |
| SCO3005 | Forward | GTCCTCTCGAAGCTCATGC        | 101                 |
|         | Reverse | AGGTCAGCGAAGTCCTCTT        |                     |
| SCO3217 | Forward | TCGTTTCTTTCGACTCCCTG       | 105                 |
|         | Reverse | GGAAGATTTTGCGCAGTGTG       |                     |
| SCO3230 | Forward | CTGAGAACTCTTCGGTTCGG       | 103                 |
|         | Reverse | CAGGATCCCGTCCGGTAG         |                     |
| SCO3563 | Forward | CTCAAGGAAGAACGCAGGTT       | 103                 |
|         | Reverse | AGAAGCCGAGCCTGTCA          |                     |
| SCO4142 | Forward | CCAACAGCAACATCAAGTGC       | 101                 |
|         | Reverse | GACGTACTGCTTGACCCAG        |                     |
| SCO4945 | Forward | CACGACGTCCTGATCGACAT       | 100                 |
|         | Reverse | CGGGGACCATCGGGAAG          |                     |
| SCO5777 | Forward | CAAGGAAGACAAGGCTGCG        | 105                 |
|         | Reverse | CGCTGAATCGTCAGGTCAAT       |                     |
| SCO5898 | Forward | CTCTACCTGCTGCGCTTC         | 100                 |
|         | Reverse | GGATCACCAGGACCCAGAT        |                     |

## Supplementary References

- 1 d'Hérouel, A. F. *et al.* A simple and efficient method to search for selected primary transcripts: non-coding and antisense RNAs in the human pathogen *Enterococcus faecalis*. *Nucleic Acids Res.* **39(7)**, e46 (2011).
- 2 Vockenhuber, M. P. *et al.* Deep sequencing-based identification of small non-coding RNAs in *Streptomyces coelicolor*. *RNA Biol.* **8**, 468-477 (2011).
- 3 Romero, A. D. *et al.* A comparison of key aspects of gene regulation in *Streptomyces coelicolor* and *Escherichia coli* using nucleotide-resolution transcription maps produced in parallel by global and differential RNA-sequencing. *Mol. Microbiol.* **94**, 963-987 (2014).
- 4 Poralla, K., Muth, G. & Hartner, T. Hopanoids are formed during transition from substrate to aerial hyphae in *Streptomyces coelicolor* A3(2). *Fems Microbiol. Lett.* **189**, 93-95 (2000).
- 5 Moody, M. J., Young, R. A., Jones, S. E. & Elliot, M. A. Comparative analysis of non-coding RNAs in the antibiotic-producing *Streptomyces* bacteria. *BMC Genomics* **14**, 558 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

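*S. coelicolor* was measured by 3 assays. dRNA-seq was made from RNA pooled over 44 growth conditions (1 TEX-treated and 1 untreated library), ssRNA-seq from 2 cultures at each of 4 growth phases (14, 18, 22 and 36 h in R5− medium), and Ribo-seq, of which 1 library per phase is deposited, at the same phases after addition of 20 µM thiostrepton. The files were assigned to the phases by the letter in their names and by the first rows of Supplementary Data 4 and 7, most of whose values are the same.

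The authors aligned the reads to the *S. coelicolor* genome with CLC Genomics Workbench and kept uniquely mapped reads. For the TSS table, the authors clustered the 5′-ends of the TEX-treated library, took the position with the most reads in each sub-cluster and removed peaks without a counterpart in the untreated library, and the deposited abundance is a count of reads without normalization. The deposited mRNA values are a signal per gene: the authors divided read counts by DESeq size factors and merged the 2 replicates of a phase into 1 value, not divided by gene length. The deposited RPF values are likewise a signal per gene, which the authors made by dividing the counts of 1 library by its size factor. Both tables leave out the first and last 20 genes of the chromosome. Within the first 1997 genes, which were read from Supplementary Data 4 and 7, between 1965 and 1984 mRNA values and between 1996 and 1997 RPF values per phase were the same as the deposited ones within 0.0051.

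Everything else was calculated from these values with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. RPF read counts were recovered as whole multiples of the smallest step of each library, which all values up to 40 were within 0.0051. The merged mRNA values contain 2 different steps at each phase but transition phase, where 1 was found, and were not turned back into counts. Each TSS was assigned with the gene coordinates of the ssRNA-seq tables. A TSS in the windows of several genes went only to the gene with the nearest start codon, upstream or downstream. Of the TSSs so given to a gene, from 500 nt upstream to 150 nt downstream of its start codon, the strongest was primary and others secondary. Of the rest, those within a gene were internal, those on the opposite strand of a gene antisense, and the remaining ones intergenic. A primary TSS with a 5′-UTR of 0 to 9 nt made a gene an lmRNA, and any other primary TSS made it a umRNA. Changes are differences of log2(value + 1), TE is (RPF + 1)/(mRNA + 1), and a gene was called changed in mRNA at 2-fold with a value above 32.8 in at least 1 phase. The cutoffs of 32.8 for mRNA and 1.8 for RPF are those of the paper.

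Medians of gene lists were placed among 10000 random lists of the same size, matched on mean log2 mRNA in 10 bins except for the comparison of lmRNA and umRNA levels. The lists were not matched on the mRNA change, so percentiles of TE changes also reflect how the mRNA of a list changed. Intervals are 95% Wilson intervals for shares and exact intervals for recovered reads, and cover counting error only. Between 2 Ribo-seq libraries, each gene was tested by an exact binomial test on the recovered reads, with Benjamini-Hochberg adjustment and a threshold of 0.05. These tests compare libraries and not conditions, as no replicate is among the deposited tables. The second Ribo-seq experiment at mid-exponential phase in Supplementary Fig. 16 is not among them. Ratios against a library with 0 reads of a gene were calculated against a floor of 3 reads per library and are not lower limits. To see what counting error alone gives, reads of both assays were drawn 100 times from Poisson distributions with the TE of each gene held constant over the phases.

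The steps were tested on simulated data. Of 400 TSSs placed at a known distance from genes far from their neighbours, 99.75% were assigned to their gene with the right 5′-UTR length. Of 200 genes given a 4-fold change, all were called in mRNA and 99.5% in RPF, with 0 of 6110 and 2 of 7528 unchanged genes called. The 200 genes were drawn above a minimum mean value, which for RPF lay above the value of the median gene. Counting error was the only spread simulated. These shares therefore do not cover genes with few RPF reads, closely spaced genes or differences between libraries. Of 200 random gene lists, 96% lay inside the 2.5 to 97.5 percentiles.

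The depth was 778748 reads on TSSs and between 491001 and 851117 recovered RPF reads per phase, with a median of 5 to 11 reads per gene. At the median of 5 reads, counting error is large beside a 2-fold change, so RPF values of single genes are given with their reads.

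The genes named in the text follow a rule: every gene that the paper's text or figure legends name for the measurement, the 5 genes with the highest ssRNA-seq value at each phase, and, for TE, the 3 genes with the largest rise and the 3 with the largest fall from mid-exponential to transition phase among genes with mRNA above 32.8 in both phases and RPF above 20 in at least one. The values in the paper's tables and figures had been seen when the rule was written. The TSS of SCO3608 and the gene *tipA* (SCO3413) were chosen outside this rule. The alternatives tried were another added value (10), cutoffs, scaling to equal totals, values per kb of gene, Spearman's rho, minimum reads per TSS and the leaderless limit.

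Analyses that need the genome sequence (nucleotides at TSSs, promoter motifs, start codons and the translation initiation region) were not made here. Expression and ribosome occupancy of sRNAs, and primary metabolic genes, are not analysed here.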

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

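The tests on SCOs01 and SCOs02, SCO4661 and SCO4662, SCO4142, the genes with the largest TE changes and the TSS of SCO3608 were chosen only after the results were seen, and that on *tipA* before.

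SCOs01 and SCOs02, which the paper's text does not discuss, were among the 5 highest mRNA values at all 4 phases. SCOs02 had the highest value at each of the 4 phases, up to 1040345.78 at stationary phase, and SCOs01 reached 262958 at late exponential phase. An origin of these reads in the ssRNA-seq libraries alone is argued against by the separately made dRNA-seq library, in which a primary TSS lies at the first base of each gene, with 1496 reads for SCOs01 and 2525 for SCOs02. The values are not divided by length, which at 426 and 397 nt cannot raise them. The share of the total held by SCOs02 rose from 4.50% at mid-exponential to 9.61% at stationary phase. Differences in the removal of abundant RNAs between libraries stay open, and no biological explanation was tested.

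SCO4661 (149910) and SCO4662 (142195 at mid-exponential phase) were among the 5 highest mRNA values at mid-exponential and transition phase, which the paper's text does not mention. Reads that arose in the ssRNA-seq libraries alone would leave these genes without matching RPF, but at these phases neither ranked lower than 29 by RPF (SCO4661, transition phase), and SCO4662 ranked between 2 and 4 at all 4 phases. Reads shared with near-identical genes were not tested, and no biological explanation was tested.

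SCO4142, named by the paper only in a list of primers, had an mRNA value of 121371 at stationary phase, among the 5 highest, against 834 at mid-exponential phase. The rise was not steady. From transition to late exponential phase, mRNA fell from 75934.8 to 41089.6 and RPF from 18602.7 to 2501.81. A difference in depth or scaling between the ssRNA-seq libraries is argued against. The mRNA rise to transition phase was 6.51 on the log2 scale and 6.68 with equal totals. RPF, from separately made libraries, rose by 5.10. The growth phase is the biological explanation left, as a hypothesis, and was not tested with replicates.

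Among genes outside the paper's discussion, the largest TE changes from mid-exponential to transition phase were those of SCO0921 (6.74) and SCO1247 (6.11), which rose, and of SCO5905 (−5.19), SCO0802 (−4.58) and SCO3853 (−4.50), which fell. The values for all but SCO0921 rest on a library without a read of the gene and depend on the added value of 1. Counting error of the RPF reads is argued against by the exact binomial test, whose largest adjusted p among these genes and SCO5222 was 0.000100 over 6360 genes with a read. With 1 Ribo-seq library per phase deposited, a difference between the cultures or libraries other than the phase stays open, as does translational control. Neither was tested.

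The gene *tipA* (SCO3413), whose expression responds to thiostrepton, had 680 RPF reads at stationary phase with an mRNA value of 201, and the paper's text does not mention it. Its TE at mid-exponential phase was higher than that of 97.5% of the 200 genes nearest in mRNA, and of 98.5%, 99.5% and 100% at the later phases. This is consistent with the antibiotic, added to the Ribo-seq cultures 5 min before harvest and not to the ssRNA-seq cultures, having changed the gene's expression between the assays. A high TE without thiostrepton stays open, since all Ribo-seq cultures received it. TE of other genes that respond to the antibiotic could be affected in the same way, which was not tested.

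The TSS of SCO3608 at position 3985788 on the minus strand held 182965 reads, 23.5% of all TSS reads, which the paper does not discuss. An abundant transcript of the gene in R5− medium is argued against, as its mRNA ranked 687 at best (late exponential phase, value 2778) and it had 178 RPF reads at most. The dRNA-seq library pooled 44 conditions, so strong transcription in another condition may explain the count, as may amplification or an RNA from the start of the gene alone. These were not tested.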

How the results depend on the processing

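The alternatives named below were set before the data were examined, except 4 that were chosen after seeing the data: setting genes at 0 reads to 3 reads, the 1932 genes with the most RPF reads, coding genes without SCOs01, SCOs02 and SCOs03, and the count test on recovered reads. Of 836 values recalculated under an alternative, 652 stayed on their side of the threshold, within their interval or within a set tolerance (0.1 for a correlation, 1.5-fold for a count, 0.5 for the log2 value of a single gene), 171 moved beyond it, 5 became weaker, 5 became stronger and 3 changed sign. The last number leaves out correlations within 0.1 of 0, single-gene values within 0.5 of 0 and medians whose interval held 0, of which another 16 changed sign. The values that left their interval follow for each choice, and the cause was not tested unless given. Of the values for single genes, 20 of 32 ranks moved, and of 213 TE changes 9 moved and 2 changed sign, as did 7 within 0.5 of 0.

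Adding 10 instead of 1 before the logarithm moved the most values. The 3 changes of sign of values further from 0 occurred here: the TE change of *actII-ORF4* (SCO5085) from 2.22 to −0.040 at late exponential and from 2.40 to −0.56 at stationary phase, and that of the prodiginine cluster at transition phase from 1.71 to −0.043, whose percentile went from 100 to 66.8. A larger added value shrinks the changes of genes with few reads by construction. In the prodiginine cluster the RPF changes became 3.13, 2.72 and 4.15 at transition, late exponential and stationary phase, and the TE changes at the latter phases −3.29 and −2.83. In the CDA cluster RPF became 1.13, 1.47 and 1.55, TE 0.57, −3.06 and −3.31, and mRNA at late exponential and stationary phase 4.41 and 5.02. In the coelimycin cluster the values at late exponential and stationary phase were 6.11 and 4.17 for RPF and −2.34 and −2.13 for TE, and in the actinorhodin cluster at stationary phase 0.95 and −1.92, the latter at percentile 0.

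With the same added value, the correlation of mRNA and TE changes was −0.272, −0.702 and −0.765 at transition, late exponential and stationary phase. The width of the changes was 1.47, 2.75 and 4.08 for mRNA and 2.06, 2.20 and 2.64 for RPF over all genes, and 3.47, 4.62 and 4.42 for RPF over the secondary metabolic genes. Secondary metabolic genes changed by 0.35 and 0.88 in RPF at late exponential and stationary phase and by −1.51 in TE at stationary phase. The cluster-situated regulators had a median TE change of 1.31 at transition phase, and at late exponential phase their median lay at percentile 0.990. TE of the umRNAs changed by −0.10 and −0.11 at these last phases. RPF of the groups of Supplementary Data 10 changed by 1.63 (II), −1.38 (DD), −0.35 (ID) and 0.43 (DI), and mRNA of group II by 2.70. In regulatory cluster I, 91.6% of the genes changed.

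With mRNA above 32.8 and RPF above 1.8 at both phases compared, fewer genes enter. At transition, late exponential and stationary phase the mRNA changes were 0.22, 4.05 and 4.44 for CDA and 2.53, 5.17 and 6.03 for prodiginine, and at the latter phases 0.88 and 1.63 for actinorhodin. RPF of the actinorhodin cluster changed by 0.32 at transition and 1.38 at stationary phase, and RPF of the CDA cluster by 1.64 at late exponential and 2.73 at stationary phase. TE of the CDA cluster at stationary phase was −0.76. The percentile of the actinorhodin TE change at late exponential phase was 23.6, and that of prodiginine at stationary phase 8.95. The secondary metabolic genes changed by 1.11 and 1.61 in mRNA at late exponential and stationary phase, by −0.067 and 1.41 in RPF at transition and stationary phase, and by −0.28 in TE at late exponential phase, at percentile 5.87. The width over all genes was 1.65, 2.82 and 4.01 for mRNA and 3.68, 3.63 and 4.23 for RPF. Over the secondary metabolic genes it was 5.49 for RPF at transition and 10.20 for mRNA at late exponential phase. The percentile of the cluster-situated regulators at late exponential phase was 0.750, and TE of the lmRNAs at transition phase −0.23. Coelimycin kept its values within their intervals here.

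Scaling both assays to equal totals per phase gave TE changes at late exponential and stationary phase of 0.28 and 0.52 for lmRNAs and 0.20 and 0.35 for umRNAs, and −0.11 for umRNAs at transition phase. TE at stationary phase was −0.89 in the CDA cluster and −0.55 over the secondary metabolic genes, RPF of group II 3.29, and group DD −1.83 in mRNA and −1.66 in RPF. With mRNA scaled in this way, the prodiginine steps from transition to late exponential and from there to stationary phase were 2.31 and 0.80, and 95.4% of regulatory cluster I and 15.8% of cluster II changed. Without the cutoff of 32.8, 6.73% of cluster II changed.

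With TSSs of at least 10 reads, 1705 primary, 152 secondary, 143 antisense and 42 internal TSSs were counted, the leaderless share was 19.3% and the share over 150 nt 17.2%. Counting exactly 0 nt as leaderless gave 18.2%. Per kb of gene, the number of the 4 named genes among the 5 highest mRNA values was 0 at mid-exponential, 0 at transition, 0 at late exponential and 0 at stationary phase. Subunit values not divided by gene length gave an r of 0.814 at transition phase. At the successive phases the RPF ratios were then 3.54, 2.19, 2.24 and 2.83 for *rplL* to *rplJ* and 0.774, 1.23, 1.49 and 1.90 for *atpE* to *atpB*, and the mRNA ratios of the latter 1.22, 1.08, 1.20 and 1.47. At late exponential in place of stationary phase, mRNA and RPF changed by 1.88 and 2.41 in group II, −0.98 and −1.29 in DD, 0.79 and −0.74 in ID, and −0.96 and 1.37 in DI.

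Among the 1932 genes with the most RPF reads, r between mRNA and RPF was 0.692 at transition and 0.749 at late exponential phase, and r between mRNA and TE changes was 0.142 at transition and −0.219 at stationary phase. The width of the changes at transition, late exponential and stationary phase was 2.16, 4.76 and 6.65 for mRNA and 4.64, 5.34 and 6.77 for RPF, and among secondary metabolic genes of this set 10.12 and 6.73 for mRNA at the last phases.

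With genes at 0 reads set to 3 reads and genes with 3 or fewer reads in both libraries left out, the secondary metabolic genes changed by 3.08 and 4.04 in mRNA at late exponential and stationary phase, by 0.45 in RPF at transition phase, at percentile 99.8, and by 0.18 and −1.37 in TE at transition and stationary phase. At late exponential and stationary phase, TE changed by −2.38 and −2.76 in the CDA and −2.22 and −1.74 in the prodiginine cluster. RPF of the CDA cluster at stationary phase changed by 2.62. TE of the actinorhodin cluster at stationary phase changed by −1.83, at percentile 0, and its percentile at late exponential phase was 7.93. RPF changed by 2.57 in group II and 1.06 in group DI.

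Under Spearman's rho, values per kb for the correlation of mRNA and RPF, cutoffs of 10 and 100 for expressed genes, a leaderless limit of 8 nt, TSSs of at least 3 reads and the count test on recovered reads, all recalculated values stayed within these limits. The numbers of expressed genes under these cutoffs ranged from 4482 to 6933 at mid-exponential phase, and the number of differentially expressed genes from 4188 to 5064 over its alternatives. Leaving out SCOs01, SCOs02 and SCOs03 moved the 4 ranks of SCO4296, each by 2 places.

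No paired analysis was possible because the processed tables, from which all values here were calculated, merge the replicates into 1 mRNA value per phase and Ribo-seq tables of 1 library per phase are deposited. For the same reason DESeq2, a replicate block and leaving out a replicate were not run for the differentially expressed genes. Another 19 alternatives were not run because the genome sequence was not used here: those for the nucleotide at the TSS (3), the promoter motifs (3), start codon usage (2), and the G+C content (4), free energy (4) and Shine-Dalgarno purines (3) of the translation initiation region.

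At transition phase 2507 genes had no read and the median gene had 5, so changes of single genes with few reads, among them *actII-ORF4*, rest mainly on the value added before the logarithm.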

Differences from the paper's values

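For the correlation of mRNA and RPF across genes at mid-exponential phase the paper gives 0.85, and 0.857 was calculated here. With Spearman's rho (0.850), values per kb of gene (0.845), both cutoffs (0.843) and an added value of 10 (0.844), all set before the data were examined, the value differs from the paper's by no more than the sampling error of r or its rounding. At transition, late exponential and stationary phase, the r calculated here differs by no more than that, whereas Spearman's rho (0.801, 0.859 and 0.896) and r with both cutoffs (0.740, 0.826 and 0.865) differ by more, as does r with 10 added at late exponential (0.840) and stationary phase (0.868) and per kb of gene at stationary phase (0.882).

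For the correlation of mRNA and TE changes with both cutoffs at transition phase the paper shows about 0.03 in Supplementary Fig. 21, read by eye, and −0.010 was calculated here. No alternative was set for this filtered value, and the values at the later phases matched those shown.

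For the highest 20% of genes by TE at each growth phase the paper gives 174, without stating which genes were ranked or how the phases were combined. Here umRNAs in the highest 20% at all 4 phases were counted, which gave 64, or 92 when ranked among umRNAs. For the lowest 20% the paper gives 200, against 74 and 100 here. No alternative was set before the data were examined, and none of these reached the paper's numbers.

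Of the 4 genes the paper names as most highly expressed, SCO4296 was among the 5 highest at each phase and the other genes (SCO4655, SCO4729 and SCO4762) at none, with ranks between 8 and 50. Among coding genes alone, a choice made after seeing the values, it was again SCO4296, at rank 1 or 2. Per kb of gene, none of the 4 was among the 5 highest at any phase.

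The paper's text gives 30 to 39 nt as the most frequent 5′-UTR length, while the legend of Fig. 2b names 0 to 9 nt, the leaderless mRNAs, as another peak. Here the bin from 0 to 9 nt held 564 genes and that from 30 to 39 nt 244, the most of the other bins listed from 10 to 69 nt.

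The paper describes comparable mRNA levels within the operon of *atpB* and *atpE*. Per kb of gene, the mRNA ratio of *atpE* to *atpB* was between 3.84 and 5.22, and the highest mRNA value of the 8 genes of the operon was as many times the lowest. Not divided by gene length, the ratio was between 1.08 and 1.47. For *rplL* to *rplJ*, the mRNA ratio per kb was between 1.06 and 1.32.

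The paper places the other regulators of secondary metabolism near zero in TE change. Of the 14 genes, 7 were within 0.5 of 0, and 5 were at −1 or lower, with a median of −0.24 and none above 0.65.

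The paper describes higher RPF of the 4 cluster-situated regulators at transition than at late exponential phase. This was the case for *cdaR*, *redD* and *redZ*, while for *actII-ORF4* the ratio of 1.45 had an interval of 0.485 to 4.22.

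The paper describes TE of lmRNAs as slightly increasing with growth phase. The median change was −0.32 at transition, 0.04 at late exponential and 0.21 at stationary phase.

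The paper places most of the activation of the prodiginine and CDA genes at late exponential phase. For CDA, the median log2 mRNA step was 0.70 to transition and 4.46 to late exponential phase. For prodiginine it was 3.94 and 2.70, and all 22 genes were at least 2-fold higher at transition phase. On the scale of the values themselves, the prodiginine median rose from 34.6 to 499.7 and then to 3551, so that the step to late exponential phase was the larger one there too.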

Other observations

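The tests on the prodiginine and CDA clusters, on SCO6282 and SCO6278, on SCO5222 and on the 1932 genes with the most RPF reads, and the count test on recovered reads, were chosen only after the results were seen, and the others before.

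TE changes fell as mRNA changes rose across genes, with an r of −0.390 from mid-exponential to stationary phase. When reads were drawn with TE held constant, the median r was −0.450 (−0.465 to −0.435 over 100 draws), more negative than the observed one. The draws gave −0.412 (−0.436 to −0.393) at late exponential phase, with −0.335 observed, and −0.291 (−0.312 to −0.271) at transition phase, with −0.060 observed. Among the 1932 genes with the most RPF reads, the drawn median at stationary phase was −0.314 (−0.385 to −0.264) and the observed r −0.219. At transition phase r in this set was 0.142 against −0.212 to −0.111 in the draws, and at late exponential phase −0.248, within the drawn −0.367 to −0.224. Counting error and the added value of 1 thus give a negative r without any change of TE, so its sign does not show translational buffering. They do not give its size, since the observed r over all genes was less negative than every draw at each phase. Buffering alone would make r more negative, and the RPF changes narrower, than with TE held constant. The RPF width over all genes was instead 4.20, 4.11 and 4.69 at transition, late exponential and stationary phase. The highest drawn widths were 2.31, 3.19 and 4.19. For all genes as a set, the departure from the draws is thus not what buffering alone would give. The draws hold counting error only. Added spread between the single Ribo-seq libraries would widen the RPF changes and make r less negative, with or without buffering. These values therefore do not decide whether buffering is present beside it. Other changes of TE and differences between the cultures stay open and were not tested apart.

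The width of the RPF changes at transition phase, 4.20, was larger than that of mRNA, 1.74. Counting error with TE held constant gave 2.23 (2.22 to 2.31 over 100 draws), which argues against it as the whole cause. The draws gave 3.11 at late exponential phase (observed 4.11) and 4.14 at stationary phase (observed 4.69). Differences between the single Ribo-seq cultures and a change of TE with the phase stay open and were not tested apart.

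The primary TSS of 254 coding genes lay downstream of the annotated start codon. Of these, 148 (58.3%, 95% interval 52.1 to 64.2%) lay a multiple of 3 nt from it (exact binomial p 5.0e-16 against 1 in 3), while among TSSs more than 9 nt upstream the share was 34.4% (p 0.315). Part of these mRNAs may be leaderless, with a start codon further downstream in the same frame. The share of 1 in 3 assumes that TSSs inside a coding sequence have no preference for a codon position. This was not tested, and the upstream TSSs lie outside the reading frame and cannot show it. The start codons were not looked up, and internal TSSs stay open for all of these genes.

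RPF of the prodiginine and CDA clusters rose at transition phase before most of the rise in mRNA, which for prodiginine holds for the values and not on the log2 scale (3.94 of 6.87 at late exponential phase). The coelimycin cluster, whose mRNA rose by 7.85 in the next step, was used to ask whether the Ribo-seq culture of that phase was further advanced in growth. An advance as far as this rise would also raise RPF of the cluster. That RPF fell by 0.95 instead, with 1 gene called higher and 4 lower. A smaller advance is not excluded, as the coelimycin rise may begin later than that of the prodiginine and CDA clusters. Other differences between the single culture and the ssRNA-seq cultures stay open, as does translational control of both clusters. Neither was tested.

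SCO6282 and SCO6278 of the coelimycin cluster were among the 5 highest mRNA values at late exponential phase, with 386894 and 177582. A difference in depth or scaling between libraries is argued against: mRNA rose from transition phase by 8.08 and 8.67 (7.68 and 8.27 with equal totals), and RPF by 8.62 and 8.91. The growth phase, which the paper describes for this cluster, is the biological explanation left, as a hypothesis, and was not tested with replicates.

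SCO5222 of the albaflavenone cluster had RPF 66.0-fold higher at transition than at mid-exponential phase against the floor of 3 reads, with an adjusted exact binomial p of 4.2e-51. By TE it was among the 3 largest rises of the 2958 genes ranked. With 1 library per phase deposited, the culture and the phase were not tested apart.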
